# Comparative analysis of non-coding RNAs in the antibiotic-producing *Streptomyces* bacteria

**DOI:** 10.1186/1471-2164-14-558

**Published:** 2013-08-16

**Authors:** Matthew J Moody, Rachel A Young, Stephanie E Jones, Marie A Elliot

**Keywords:** *Streptomyces*, Non-coding RNA, sRNA, Antisense RNA, Secondary metabolic gene cluster, Antibiotic, RNA degradation

## Abstract

**Background:**

Non-coding RNAs (ncRNAs) are key regulatory elements that control a wide range of cellular processes in all bacteria in which they have been studied. Taking advantage of recent technological innovations, we set out to fully explore the ncRNA potential of the multicellular, antibiotic-producing *Streptomyces* bacteria.

**Results:**

Using a comparative RNA sequencing analysis of three divergent model streptomycetes (*S. coelicolor*, *S. avermitilis* and *S. venezuelae*), we discovered hundreds of novel *cis*-antisense RNAs and intergenic small RNAs (sRNAs). We identified a ubiquitous antisense RNA species that arose from the overlapping transcription of convergently-oriented genes; we termed these RNA species ‘cutoRNAs’, for convergent untranslated overlapping RNAs. Conservation between different classes of ncRNAs varied greatly, with sRNAs being more conserved than antisense RNAs. Many species-specific ncRNAs, including many distinct cutoRNA pairs, were located within antibiotic biosynthetic clusters, including the actinorhodin, undecylprodigiosin, and coelimycin clusters of *S. coelicolor*, the chloramphenicol cluster of *S. venezuelae*, and the avermectin cluster of *S. avermitilis*.

**Conclusions:**

These findings indicate that ncRNAs, including a novel class of antisense RNA, may exert a previously unrecognized level of regulatory control over antibiotic production in these bacteria. Collectively, this work has dramatically expanded the ncRNA repertoire of three *Streptomyces* species and has established a critical foundation from which to investigate ncRNA function in this medically and industrially important bacterial genus.

## Background

Over the last decade, there has been a growing appreciation for the multifaceted roles played by regulatory RNAs in organisms ranging from bacteria to mammals. In bacteria, regulatory non-coding RNAs (ncRNAs) come in many forms, and can impact protein function, transcription initiation, mRNA stability and translation initiation/elongation [1]. Independent ncRNA transcripts can be broadly divided into two categories: *cis-*antisense RNAs (asRNAs) and *trans*-encoded small RNAs (sRNAs) [2]. asRNAs are expressed from the strand opposite their target protein-coding gene, and can negatively or positively impact transcription, translation or mRNA stability [3]. In contrast, most sRNAs, which typically range in size from 40–300 nucleotides, are expressed from intergenic regions. While a small subset of characterized sRNAs affect protein function (*e.g.* 6S RNA [4]), the majority of sRNAs studied to date target one or more mRNAs, influencing transcript stability or translation [1]. A notable difference between asRNAs and sRNAs is that asRNAs share complete complementarity with their mRNA targets, whereas the *trans*-encoded sRNAs have much shorter complementary regions, and different sequences within a sRNA may bind different mRNA targets. ncRNA-mediated regulation has been implicated in a multitude of cellular processes, including stress responses [5], quorum sensing [6] and pathogenicity [7].

The ncRNA potential of bacteria has been explored most thoroughly in *Escherichia coli*[8-11] but in recent years, technological advances in the form of tiling microarrays [12] and RNA sequencing [13-15] have begun to reveal the extent - and the complexity - of ncRNAs in a wide range of bacteria.

The non-coding RNA capacity of *Streptomyces* bacteria is expected to be extensive. The streptomycetes are predominantly soil-dwelling bacteria, and as such must have the means of coping with diverse environmental stresses. They also have a large chromosome (>8 Mb), and a complex life cycle that involves progression through distinct developmental and metabolic stages - processes that are subject to multi-level regulation. During growth on solid culture, the *Streptomyces* life cycle begins with spore germination and hyphal outgrowth. Hyphal tip extension and branching ensue, leading to the formation of an intricate network of vegetative hyphae known as the vegetative mycelium. From these vegetative cells emerge reproductive structures that extend into the air and are termed aerial hyphae. The aerial hyphae then undergo synchronous septation and chromosome segregation, subdividing them into prespore compartments that ultimately develop into chains of dormant exospores [16]. Most streptomycetes grow vegetatively in liquid culture, although several species including *Streptomyces venezuelae*, sporulate under these conditions. Along with their morphological complexity, the streptomycetes are best known for their ability to produce a vast array of secondary metabolites having medical and agricultural importance, including the majority of naturally synthesized antibiotics. Secondary metabolism is co-ordinately regulated with development, initiating during the transition from vegetative to aerial growth (or vegetative to ‘mycelial fragmentation’, for those species that sporulate in liquid culture); in liquid culture, secondary metabolism initiates during entry into stationary phase [16] for the majority of (nonsporulating) streptomycetes.

We were interested in exploring the ncRNA potential of *Streptomyces* bacteria throughout the course of their developmental and metabolic cycles. A series of initial investigations had confirmed the existence of ncRNAs in these bacteria [17-20], and this ncRNA repertoire was expanded considerably by an early RNA sequencing study undertaken by Suess and colleagues [21], who identified many asRNAs and sRNAs in the model species *Streptomyces coelicolor*. This pioneering study focused on RNA expression at a single time point during *S. coelicolor* growth in liquid culture. To gain a more comprehensive view of the ncRNA potential of *Streptomyces* bacteria, we undertook a comparative genomics investigation into the transcriptomes of three evolutionarily divergent *Streptomyces* species [22] – *S. coelicolor*, *Streptomyces avermitilis*, and *S. venezuelae* - using RNA harvested at distinct metabolic and developmental stages. *S. coelicolor* and *S. venezuelae* represent classic and emerging model species, respectively, while *S. avermitilis* has been well studied in part due to its production of avermectin, a commercially important insecticidal and anti-parasitic compound. We identified dozens of new conserved sRNAs and asRNAs, including a distinct group of asRNAs termed ‘cutoRNAs’ that resulted from overlap of the 3′ ends of convergently transcribed mRNAs (Figure 1). We also detected an abundance of unique ncRNAs, including many that featured prominently in secondary metabolic biosynthetic clusters.

**Figure 1:**
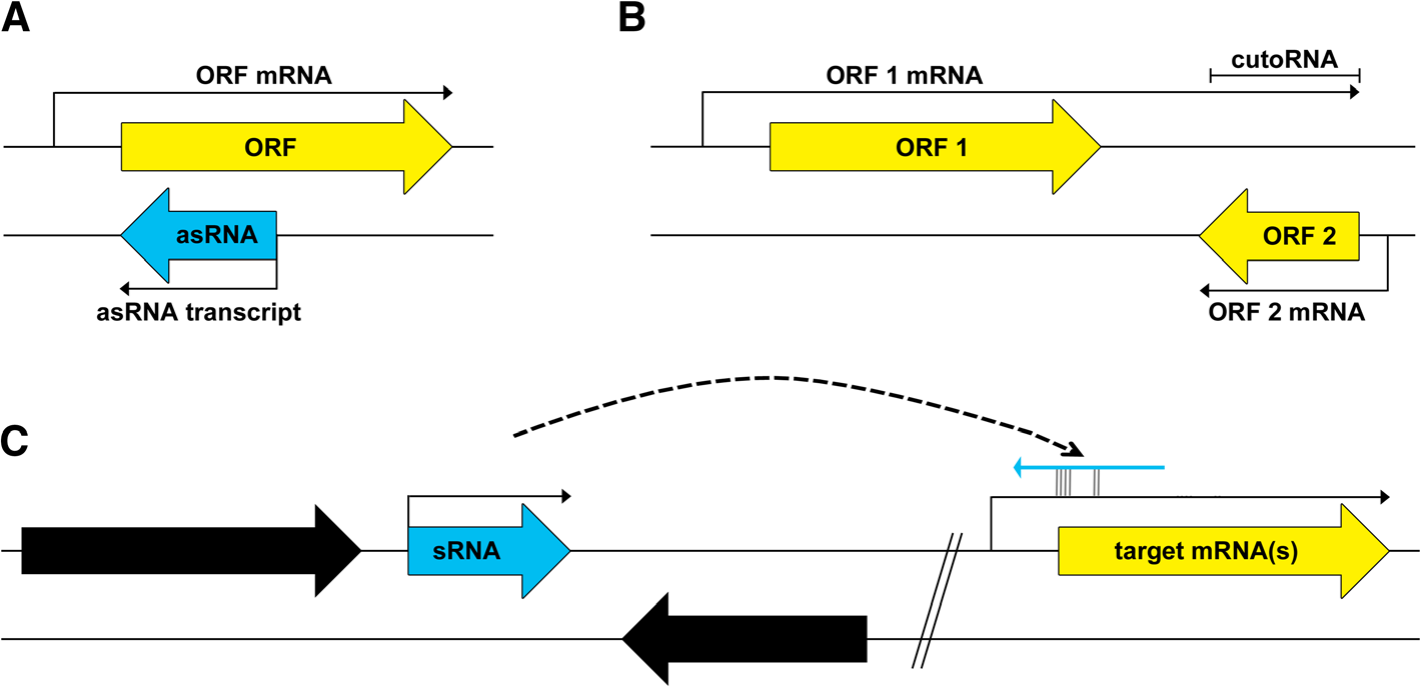
**Schematic illustration of the different classes of non-coding RNAs identified.** Genes are depicted as thick arrows, with protein-coding genes shown in yellow and labeled as ‘ORF’s (open reading frame), non-coding RNAs shown in blue, and black depicting genes of either type. RNA transcripts are shown above their corresponding gene, with transcription initiating at the vertical line, and terminating at the small arrowhead. **(A)** Antisense RNAs (asRNAs) are expressed from a promoter on the strand opposite a protein-coding gene. **(B)** cutoRNAs occur when a long 3′ UTR of an mRNA overlaps with a downstream, convergently transcribed gene. The region of overlap is indicated with a bracketed line. **(C)** Small RNA (sRNA) genes are most commonly found in the intergenic region between genes, and typically target (by imperfect complementary base-pairing) one or more mRNAs expressed from disparate chromosomal locations.

## Results and discussion

To probe the ncRNA potential of *S. avermitilis, S. coelicolor* and *S. venezuelae*, we performed RNA-Seq using species-specific RNA pools. Each species was grown on the same medium (maltose, yeast extract, malt extract, or MYM), so as to effectively compare their RNA profiles, with the only difference being that *S. avermitilis* and *S. coelicolor* were grown on MYM agar, while *S. venezuelae*, which sporulates in liquid culture, was grown in liquid MYM. For each species, RNA was isolated from cells at major developmental stages (vegetative; aerial hyphae/fragmentation (in the case of *S. venezuelae*); spores). The RNA samples for each species were then pooled and used to generate two libraries for sequencing: one enriched for full-length transcripts, and a second enriched for shorter transcripts (*e.g.* sRNAs and stable RNA degradation products).

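Each of the 6 libraries, a long transcript library and an sRNA-enriched library for each of the 3 species, was made from a pool of RNA from 3 growth stages, so that every value below comes from a single library (no replicates). *S. coelicolor* and *S. avermitilis* were grown on solid medium and *S. venezuelae* in liquid medium, which means that species and culture cannot be told apart. For the sRNA-enriched libraries, the paper gives a selected size of 40 to 300 nucleotides, whereas the sample records give 30 to 400 nucleotides. The authors trimmed the reads, aligned them with Bowtie2 and used BEDTools to obtain, separately for each strand, the count of reads overlapping every feature of the GenBank annotation, together with the number and the fraction of its bases that were covered. These counts were deposited without normalization. Reads on the strand of a gene were taken as sense reads and reads on the opposite strand as antisense reads. In the long transcript libraries, 59026049 reads were counted on genes in *S. coelicolor*, 44417610 in *S. avermitilis* and 93565216 in *S. venezuelae*. The sRNA-enriched libraries held 21809468, 22523240 and 21214939 such reads, respectively. Most reads came from rRNA, and protein-coding genes received 4.46% of the long transcript reads in *S. coelicolor* (95% Wilson interval 4.45 to 4.46), 2.00% in *S. avermitilis* (2.00 to 2.00) and 1.41% in *S. venezuelae* (1.41 to 1.41). In the sRNA-enriched libraries the share of protein-coding genes was 0.76% (0.76 to 0.76), 12.78% (12.76 to 12.79) and 4.75% (4.74 to 4.76). The paper expressed antisense depth as a mean expression value (MEV), the mean number of reads per nucleotide of a gene. Depth per nucleotide is not in the files analysed here, so the MEV was estimated from the number of reads on a gene, the mean number of gene bases that a read covers and the length of the gene. The mean number of bases per read, measured on protein-coding genes with exactly 1 read, was 94.26 ± 44.22 in the long transcript library of *S. coelicolor* (SD, 950 genes), 98.46 ± 43.93 in that of *S. avermitilis* (1911 genes) and 94.43 ± 45.17 in that of *S. venezuelae* (1642 genes). For a protein-coding gene of median length, 3 reads, taken as the smallest signal the depth can show, corresponded to an estimated MEV of 0.33 in *S. coelicolor*, 0.34 in *S. avermitilis* and 0.33 in *S. venezuelae* in the long transcript libraries.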

### Antisense RNAs are abundant in the streptomycetes, and are largely species-specific

Previous RNA-Seq analyses in diverse bacterial species have revealed extensive asRNA expression [15,23]. Consistent with these observations, we detected abundant asRNAs in all three *Streptomyces* species: 680, 592 and 536 asRNAs were identified in *S. coelicolor, S. venezuelae* and *S. avermitilis,* respectively. 

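Antisense reads were counted on 7769 protein-coding genes in *S. coelicolor*, 7580 in *S. avermitilis* and 7453 in *S. venezuelae*. The estimated antisense MEV in the long transcript library was above the cutoff given in the paper's methods (10.0) for 299 genes in *S. coelicolor*, or 3.85% (95% Wilson interval 3.44 to 4.30). In *S. avermitilis*, 211 genes were above the cutoff of 3.5, or 2.78% (2.44 to 3.18), and in *S. venezuelae*, 246 genes were above the cutoff of 4.1, or 3.3% (2.92 to 3.73). Each number comes from a single library (no replicates). The paper also applied a cutoff to the peak antisense depth, and peak depth is not in the files analysed here. Antisense reads made up 5.25% of all reads on protein-coding genes in *S. coelicolor* (5.23 to 5.28), 4.25% in *S. avermitilis* (4.21 to 4.29) and 22.89% in *S. venezuelae* (22.82 to 22.96). In *S. venezuelae*, 83.5% of these antisense reads lay opposite a single gene, SVEN_2723, and without it the share was 4.67%. Halving the cutoffs raised the numbers of genes to 623, 505 and 532 in *S. coelicolor*, *S. avermitilis* and *S. venezuelae*, respectively, and doubling them lowered the numbers to 138, 81 and 111.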

These asRNAs could be further subdivided into three categories, on the basis of their coverage profiles and their genomic context: (i) asRNAs expressed from a dedicated promoter within a protein-coding gene (referred to here as simply ‘asRNAs’); (ii) asRNAs that arose from the overlap of 3′ untranslated regions (UTRs) from convergently oriented genes, an RNA species that we have termed ‘cutoRNA’ (see below); and (iii) asRNAs that resulted from divergent transcription, where promoters of divergently expressed genes overlapped (Additional file 1: Table S1).

asRNAs expressed on the strand opposite that of a protein-encoding gene [Class (i)], did not comprise a majority of the asRNAs identified here, with fewer than 100 identified in any of the three species. 

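Coverage profiles along a gene are not in the files analysed here, so genes past the antisense cutoff were divided by the orientation of their neighbours alone. Of the 299 genes past the cutoff in *S. coelicolor*, 229 had a convergent 3′ neighbour, or 76.59% (95% Wilson interval 71.47 to 81.03). The same was true of 166 of 211 genes in *S. avermitilis*, or 78.67% (72.66 to 83.66), and of 190 of 246 genes in *S. venezuelae*, or 77.24% (71.60 to 82.03). Genes whose neighbours were neither convergent at the 3′ end nor divergent at the 5′ end, for which neither kind of overlap with a neighbour applies, numbered 38 in *S. coelicolor*, 26 in *S. avermitilis* and 37 in *S. venezuelae* (no replicates). These genes made up 12.71% (9.40 to 16.96), 12.32% (8.55 to 17.44) and 15.04% (11.11 to 20.04) of the genes past the cutoff. Halving the cutoffs moved the number of genes past the cutoff with a 3′ neighbour on the same strand from 70 to 138 in *S. coelicolor*, from 45 to 111 in *S. avermitilis* and from 56 to 152 in *S. venezuelae*, and in *S. avermitilis* it moved further, to 123, when genes whose mean antisense depth over the covered bases was above the paper's peak cutoff were also counted, a setting chosen after the data had been seen. From its own classification of coverage profiles and genomic context, the paper concludes that antisense RNAs with a dedicated promoter opposite a protein-coding gene were the smaller part of the antisense RNAs in each species.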

As has been observed for comparative analyses conducted in other bacteria [24], the majority of the 99 (*S. coelicolor*), 59 (*S. avermitilis*), and 79 (*S. venezuelae)* asRNAs identified were species specific (Additional file 1: Table S1). We considered the possibility that this species specificity resulted from asRNA association with coding sequences confined to a single species. This turned out not to be the case: 129 broadly conserved genes (genes with homologues in all three species) were associated with asRNAs in at least one species, but only 11 (or 8.5%) of these genes exhibited antisense expression in all three species (Table 1). 

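Table 1 lists 11 sets of genes, with 14 genes in each species, and all of them were found in the annotations of the files. In the long transcript libraries, the estimated antisense MEV was past the cutoff for 7 of the 14 genes in *S. coelicolor*, for 3 in *S. avermitilis* and for 3 in *S. venezuelae* (no replicates). Of the 11 sets, 3 had a gene past the cutoff in 2 species, 3 in 1 species and 5 in none, and 0 had a gene past it in all 3 species. The 3 sets past the cutoff in 2 species were SCO2364 (antisense MEV 20.44, 216 reads) with SVEN_2178 (7.44, 78 reads), SCO3318 (11.39, 116 reads) and SCO3317 (11.94, 215 reads) with SVEN_3179 (4.63, 82 reads), and *nuoE* and *nuoF* in *S. coelicolor* and *S. avermitilis*. The sets past the cutoff in 1 species were *nuoL2* and *nuoM2* in *S. coelicolor*, SAV_4662 with an antisense MEV of 3.76 (53 reads), and SVEN_4521 with 13.15 (33 reads). Among the 14 genes of *S. venezuelae*, the lowest antisense MEV was 0.06, from 1 read opposite SVEN_0126, which is below the smallest signal the depth can show. The cutoffs do not lie equally far above this smallest signal. On a gene of median length, 3 reads give an estimated MEV of 0.33, 0.34 and 0.33 in *S. coelicolor*, *S. avermitilis* and *S. venezuelae*, against cutoffs of 10.0, 3.5 and 4.1. With the cutoffs halved, 11, 7 and 7 of the 14 genes were past them and 3 of the 11 sets were past them in all 3 species. The paper reasons from the small share of broadly conserved genes with antisense expression in every species that the species specificity did not come from genes found in only 1 species.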

This level of asRNA conservation is slightly less than that reported for *E. coli* and *Salmonella,* where ~14% of antisense transcripts were conserved between species [24]. Within bacteria, the regulatory impact of apparently unique asRNAs encoded opposite conserved open reading frames remains to be elucidated.

**Table 1:** Homologous genes with conserved asRNAs

***S. coelicolor***	***S. avermitilis***	***S. venezuelae***	**Predicted product of sense gene**
*sco2364*	*sav5807*	*sven2178*	Conserved hypothetical protein
*sco2685*	*sav5363*	*sven2472*	Putative ATP-binding protein
*sco3318 - sco3317*	*sav4741 - sav4740*	*sven3179 - sven3180*	Putative porphobilinogen deaminase (HemC) / uroporphyrinogen-III synthase (HemD)
*sco3408*	*sav4662*	*sven3260*	D-Ala-D-Ala carboxypeptidase
*sco3671*	*sav4484*	*sven3433*	DnaK - heat shock protein
*sco4137*	*sav4077*	*sven3895*	Pit-accessory protein (phosphate transport)
*sco4440*	*sav3782*	*sven3077*	Hypothetical protein
*sco4566 - sco4567*	*sav4841 - sav4842*	*sven4269 - sven4270*	NuoF / NuoE
*sco4606 - sco4607*	*sav4888 - sav4889*	*sven4315 - sven4316*	NuoL2 / NuoM2
*sco4829*	*sav3433*	*sven0126*	Putative oxidoreductase
*sco4848*	*sav3412*	*sven4521*	Putative integral membrane protein

Of the 11 conserved asRNAs we identified, the most striking was found opposite the *nuo* gene cluster. These *nuo* genes direct the expression of NADH:quinone oxidoreductase, an enzyme complex found in archaea, bacteria, and within eukaryotic mitochondria and chloroplasts [25]. This multi-protein complex, also known as complex I, is a key player in the respiratory transport chain [26]. Many bacteria encode a 14-subunit (NuoA-N) version of complex I; however, some groups have retained an ancestral 11-subunit form that lacks the ‘N-module’ subunits NuoE, NuoF and NuoG, while others have a 12-membered complex lacking only NuoE and NuoF [27]. It is within the N-module-encoding region that we identified one of the most highly expressed and conserved asRNAs. 

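The antisense strand of *nuoF* (SCO4567, nucleotides 4984137 to 4985486 of the *S. coelicolor* chromosome) received 907 reads in the long transcript library, an estimated MEV of 63.33, which ranked 23 among the 7769 protein-coding genes. *nuoE* (SCO4566, 4983268 to 4984140) received 321 antisense reads, an MEV of 34.66, and ranked 72. In *S. avermitilis*, *nuoF* (SAV_4842, 5884260 to 5885609) had 355 antisense reads and an MEV of 25.89, which ranked 22 of 7580, and *nuoE* (SAV_4841, 5883400 to 5884263) had 175 reads and an MEV of 19.94, which ranked 27. In *S. venezuelae*, *nuoF* (SVEN_4270, 4620199 to 4621548) had 31 antisense reads, an MEV of 2.17 and a rank of 490 of 7453, and *nuoE* (SVEN_4269, 4619459 to 4620199) had 5 reads, an MEV of 0.64 and a rank of 1672 (no replicates in any species). The antisense MEV of *nuoF* in *S. avermitilis* was 0.41 of that in *S. coelicolor*, and once each MEV was scaled to the coverage of its library outside rRNA the ratio became 1.05. The paper describes the antisense RNA of the N-module region as among the best conserved and most highly expressed.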

Transcription of the asRNA began within the coding region of *nuoF* and continued through the coding region of *nuoE* (Figure 2A), with the asRNA extending for up to 1,600 nucleotides in *S. coelicolor* and *S. avermitilis*; a shorter asRNA was observed in *S. venezuelae*. 

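In *S. coelicolor*, antisense reads covered 866 of the 1350 bases of *nuoF* (64.1%) and all 873 bases of *nuoE*, 1739 bases over both genes. In *S. avermitilis* they covered 1047 of the 1350 bases of *nuoF* (77.6%) and all 864 bases of *nuoE*, 1911 bases over both. In *S. venezuelae* they covered 554 of 1350 bases of *nuoF* (41.0%) and 320 of 741 bases of *nuoE* (43.2%). A base counts as covered from a single read, and its position along the gene is not in the files analysed here. Antisense reads made up 64.88% of the reads on *nuoF* in *S. coelicolor* (95% Wilson interval 62.34 to 67.34), 63.73% in *S. avermitilis* (59.66 to 67.62) and 10.40% in *S. venezuelae* (7.43 to 14.39). Beyond *nuoE*, the antisense MEV of *nuoD* was 10.97 in *S. coelicolor* and 5.99 in *S. avermitilis*, each past the cutoff, and 0.21 in *S. venezuelae*. On the other side of *nuoF*, that of *nuoG* was 0.45, 0.35 and 0.27, respectively (no replicates). Between *S. venezuelae* and *S. coelicolor*, the ratio of the antisense MEV of *nuoF* was 0.034, and scaling each MEV to its library's coverage outside rRNA moved it to 0.072. From the extent of the coverage, the paper places the start of the antisense RNA within *nuoF* and has it continue through *nuoE*, with a shorter RNA in *S. venezuelae*.

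**Figure D1:**
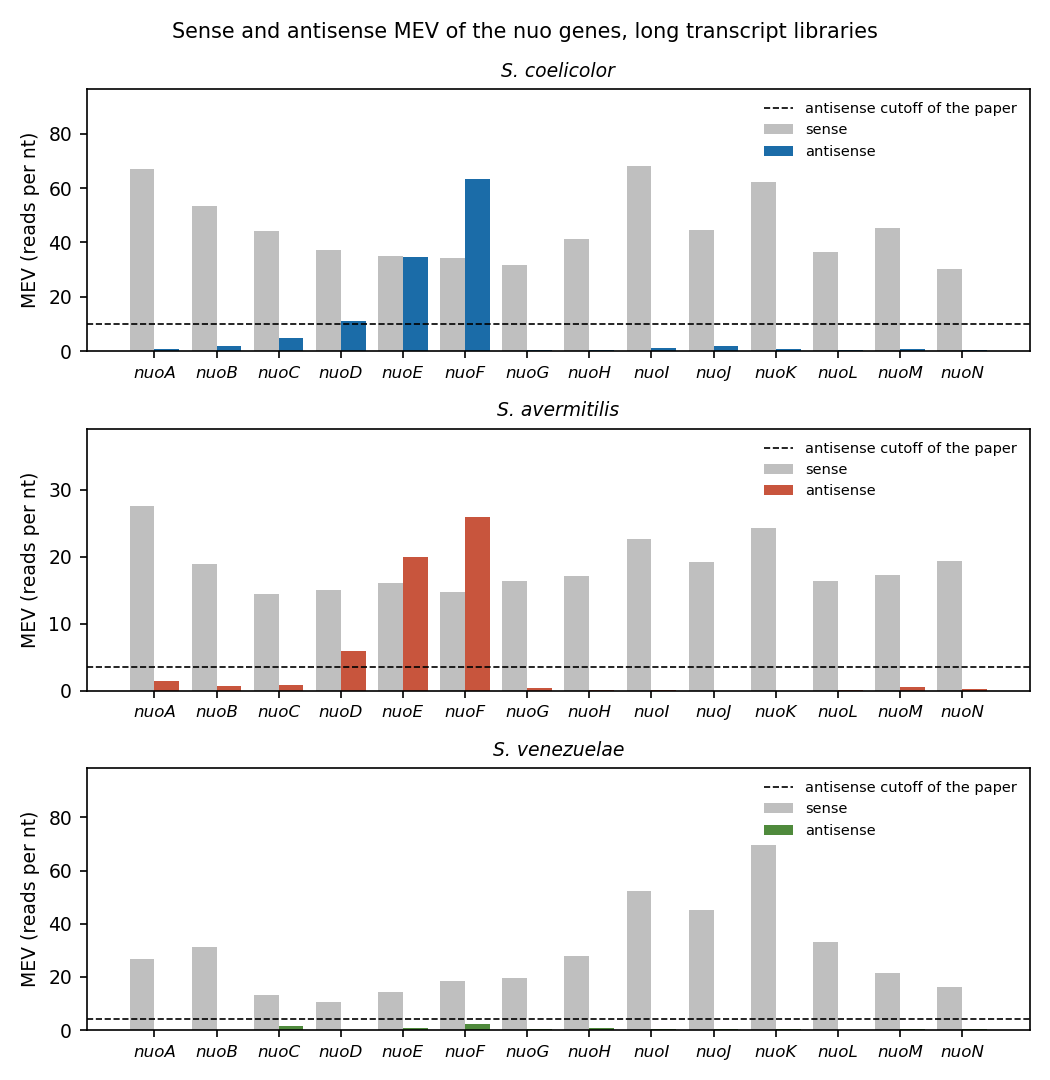
Estimated sense MEV (grey bars) and antisense MEV (coloured bars), in reads per nucleotide, of the 14 genes of the *nuo* cluster in the long transcript library of each species, with the antisense cutoff of the paper as a dashed line. The antisense bars are past the line at *nuoD*, *nuoE* and *nuoF* in *S. coelicolor* and *S. avermitilis*, and at 0 genes in *S. venezuelae*.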

An intriguing possibility is that the asRNA provides a checkpoint in complex I assembly, down-regulating the expression of N-module-encoding genes until the rest of the complex has been synthesized/assembled. In order for such regulation to occur, both sense and antisense transcripts would need to be coordinately expressed. To test this, we conducted semi-quantitative RT-PCR experiments, and found that both sense and antisense transcripts were expressed at the same time (Additional file 1: Figure S1), supporting a possible regulatory role for this asRNA.

**Figure 2:**
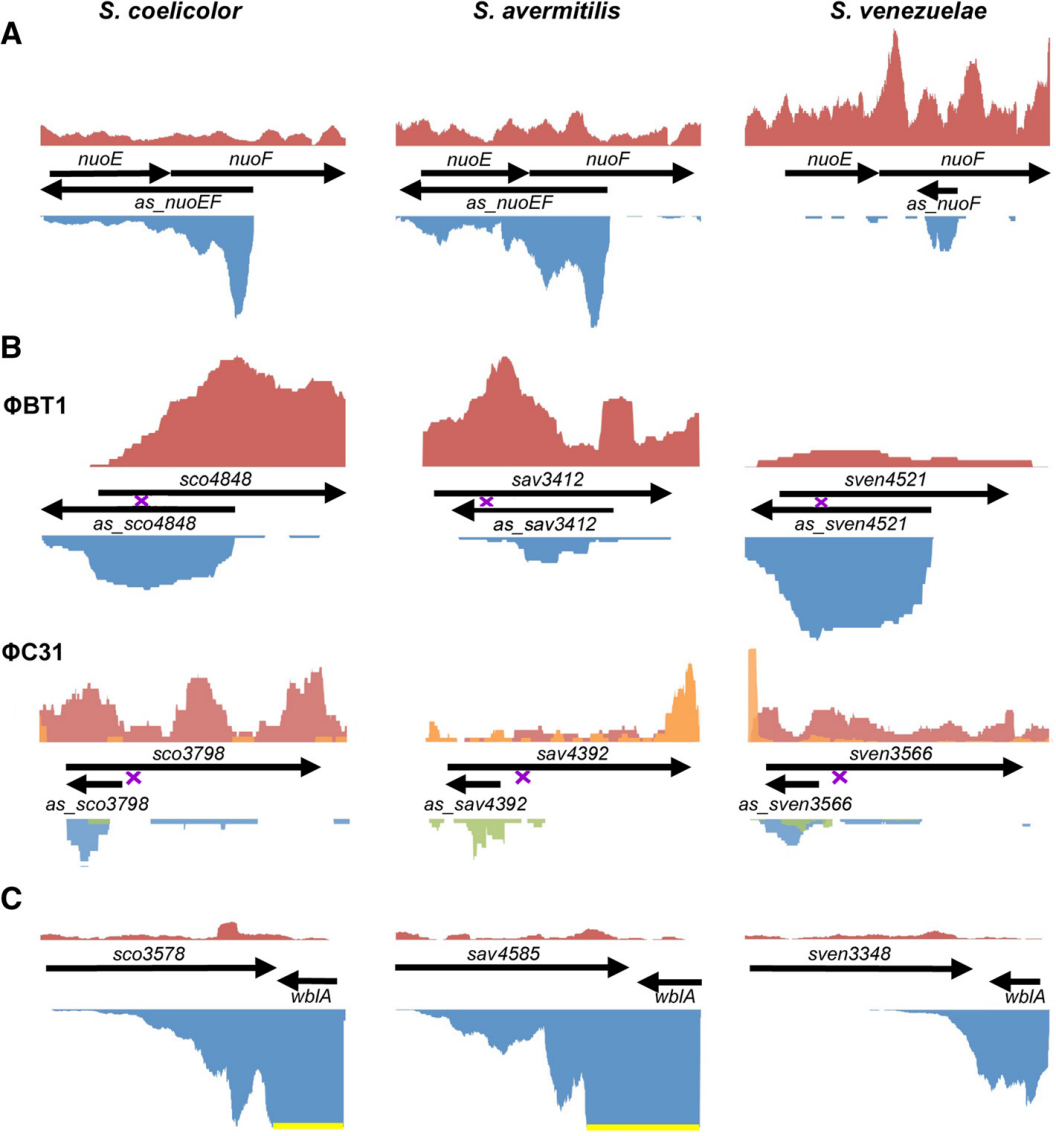
**Expression profiles of select conserved *cis*-antisense RNAs and cutoRNAs. (A)** Expression profile of the antisense gene opposite *nuoE* and *nuoF*. **(B)** Expression profile of a conserved asRNA opposite homologous genes in *S. coelicolor, S. avermitilis* and *S. venezuelae* which encompassed the site of ΦBT1 (Top) or ΦC31 (Bottom). The site of phage integration is marked with a purple ‘x’. **(C)** cutoRNA shared between *wblA* and a conserved downstream gene (*sco3578*/*sav4585/sven3348*). Red graphs (top) represent relative read coverage (long transcript library) for the positive strand (orange is the equivalent for the sRNA-enriched library), while blue graphs represent read coverage (long read library) for the negative strand (green represents the same in the sRNA-enriched library). As expression levels of different genes varied over several orders of magnitude, the y-axis for each gene set was scaled independently. When expression levels differed greatly for the positive and negative strand within a gene pair, the profile of the more highly expressed gene was cut off with a yellow line, to ensure that expression from the less highly expressed gene could be visualized.

*Streptomyces* species also possess an additional copy of many of the complex I genes (*nuoA2*, *B2*, *D2*, and *H2* to *N2*) encoded from a disparate chromosomal location. Like the standard *nuo* gene cluster, these genes are organized contiguously (with the exception of *nuoD2)* and our data suggest that they are expressed as a single operon. 

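The second cluster comprised 10 genes from *nuoA2* to *nuoN2*, all annotated on the same strand, at nucleotides 5023578 to 5033757 in *S. coelicolor*, 5935153 to 5945407 in *S. avermitilis* and 4666439 to 4676483 in *S. venezuelae*. The distance between adjacent genes of the cluster lay between -4 and 6 bp in *S. coelicolor*, between -10 and 6 bp in *S. avermitilis* and between -10 and 3 bp in *S. venezuelae*, where negative distances stand for overlaps. In the long transcript library of *S. coelicolor*, the estimated sense MEV was highest at *nuoA2* (14.11) and lowest at *nuoN2* (2.98). It lay between 11.83 and 2.30 in *S. avermitilis* and between 17.17 and 1.32 in *S. venezuelae* (no replicates), again with the highest value at *nuoA2*. Sense reads covered at least 94.8% of the bases of each gene in *S. coelicolor*, 91.8% in *S. avermitilis* and 63.0% in *S. venezuelae*. *nuoD2* lies elsewhere, at 3755656 to 3756807 in *S. coelicolor* (SCO3392, sense MEV 6.96) and at 5704217 to 5705368 in *S. avermitilis* (SAV_4678, sense MEV 7.44). From the contiguous organization and the expression of these genes, the paper proposes that they form a single operon.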

While this second cluster lacked the N-module-encoding genes, it was associated with a second conserved asRNA extending from *nuoM2* to *nuoL2.* (Additional file 1: Figure S1). 

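In *S. coelicolor*, *nuoL2* (SCO4606, nucleotides 5028608 to 5030602) had 583 antisense reads in the long transcript library, an estimated MEV of 27.55, and these covered all of its 1995 bases. *nuoM2* (SCO4607, 5030609 to 5032213) had 368 antisense reads, an MEV of 21.61, over 1319 of 1605 bases (82.2%). Antisense reads outnumbered sense reads on both genes, with 80.52% of the reads on *nuoL2* (95% Wilson interval 77.48 to 83.25) and 84.40% of those on *nuoM2* (80.70 to 87.51). By semi-quantitative RT-PCR, which was not analysed here, the paper found the antisense RNA of *nuoL2* apparently less abundant than the mRNA. The read counts run the other way, but they are totals over the gene from 1 library pooled over growth stages. The RT-PCR was run at separate stages, with cycle numbers set for each primer combination, so the measures are not alike. The antisense MEV of *nuoK2* (22.55) and *nuoJ2* (16.98) was also past the cutoff of 10.0, whereas that of *nuoN2* was 1.22. In *S. avermitilis*, *nuoL2* (SAV_4888) had 31 antisense reads and an MEV of 1.53, and *nuoM2* (SAV_4889) 44 reads and an MEV of 2.73, against a cutoff of 3.5. In *S. venezuelae*, the values were 10 reads and an MEV of 0.48 for *nuoL2* (SVEN_4315) and 14 reads and an MEV of 0.84 for *nuoM2* (SVEN_4316), against a cutoff of 4.1 (no replicates). The antisense MEV of *nuoM2* in *S. avermitilis* was 0.127 of that in *S. coelicolor*, or 0.323 after scaling to each library's coverage outside rRNA. The paper takes the antisense reads over both genes as evidence of a second conserved antisense RNA that runs from *nuoM2* to *nuoL2*.

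**Figure D2:**
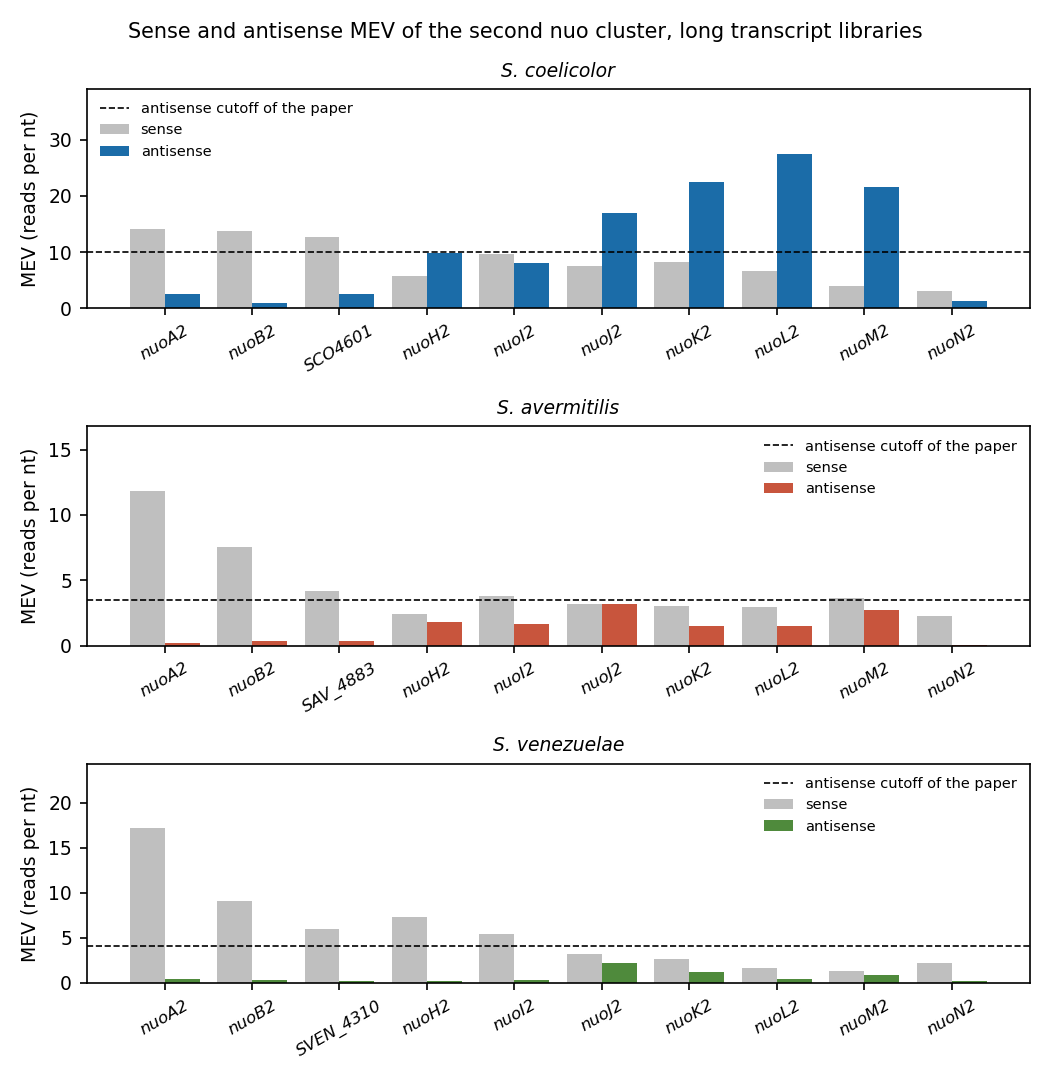
Estimated sense MEV (grey bars) and antisense MEV (coloured bars), in reads per nucleotide, of the 10 genes of the second *nuo* cluster in the long transcript library of each species, with the antisense cutoff of the paper as a dashed line. In *S. coelicolor* the antisense bars are past the line at 4 genes, from *nuoJ2* to *nuoM2*, and in the other two species at 0 genes.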

Both *nuoM2* and *nuoL2* encode antiporter-like proteins [28]. In the cyanobacterium *Synechocystis*, different antiporter subunits can be incorporated into complex I for different tasks related to photosynthesis [25,29,30]. The presence of additional *nuoL* and *nuoM* genes in *Streptomyces* genomes means there is the potential for analogous differential incorporation of these gene products into complex I, and this incorporation could be controlled by conserved asRNA activity. As for the *nuoEF-*associated asRNA, semi-quantitative RT-PCR revealed similar expression patterns for both *nuoL2* and its cognate asRNA, although the latter appeared to be expressed at lower levels relative to the mRNA (Additional file 1: Figure S1). Intriguingly, an asRNA has been reported opposite the *nuoM* homologue in rat mitochondria [31], raising the possibility that this asRNA arose before the evolution of eukaryotes, over 2-billion years ago.

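The genes targeted by ϕC31 had few antisense reads in the long transcript libraries. SCO3798 (nucleotides 4177967 to 4178944 of the *S. coelicolor* chromosome) had 12, an estimated MEV of 1.16 against a cutoff of 10.0. SAV_4392 (5372504 to 5373475) had 0, and 3 reads is the smallest signal taken as detectable. SVEN_3566 (3876778 to 3877740) had 15, an MEV of 1.47 against a cutoff of 4.1 (no replicates). Antisense reads made up 17.65% of the reads on SCO3798 (95% Wilson interval 10.39 to 28.36) and 18.99% of those on SVEN_3566 (11.86 to 28.99). The MEV of SVEN_3566 was 1.27 times that of SCO3798, and 2.68 times after each was scaled to the coverage of its library outside rRNA.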

In addition to the conserved asRNAs associated with the *nuo* gene clusters, we also identified conserved asRNAs associated with the genes targeted by the lysogenic phage ϕBT1 [32] and ϕC31 [33], although for the ϕC31-targeted genes, only the *S. venezuelae*-associated sequence met the relatively stringent cut-off we used in assigning asRNA designations. ϕBT1 integrates into the coding sequence of an integral membrane protein-encoding gene (*sco4848*/*sav3412*/*sven4521)*, while ϕC31 targets the coding sequence of a conserved pirin-like protein (*sco3798*/*sav4392*/*sven3566*). An asRNA encompassed the ϕBT1 integration site in all three *Streptomyces* species (Figure 2B), while for the ϕC31-associated genes, the asRNA was found immediately adjacent to the phage integration site (Figure 2B). 

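Opposite the ϕBT1-targeted gene, SCO4848 (nucleotides 5279853 to 5280092) had 23 antisense reads in the long transcript library of *S. coelicolor*, an estimated MEV of 9.03, over 215 of its 240 bases (89.6%). SAV_3412 (4233904 to 4234146) had 3 antisense reads, an MEV of 1.22, over 166 of 243 bases (68.3%). SVEN_4521 (4876153 to 4876389) had 33 antisense reads, an MEV of 13.15, over 159 of 237 bases (67.1%). Of these, only the value of SVEN_4521 was past the MEV cutoff, and the count of SAV_3412 equals the smallest signal taken as detectable (no replicates). Antisense reads opposite the ϕC31-targeted genes covered 551 of the 978 bases of SCO3798 (56.3%) and 551 of the 963 bases of SVEN_3566 (57.2%). The position of the covered bases relative to the integration sites is not in the files analysed here. Relative to *S. coelicolor*, the antisense MEV of the ϕBT1-targeted gene of *S. venezuelae* was 1.456 times as high, and 3.064 times when scaled to coverage outside rRNA. From the coverage shown in Figure 2B, the paper concludes that an antisense RNA encompassed the ϕBT1 site in every species and lay next to the ϕC31 site.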

There are a number of intriguing functional possibilities that could be ascribed to these asRNAs. They may simply act to control their associated protein coding genes, or they may contribute to a novel phage resistance mechanism, perhaps minimizing phage integration by sequestering these regions into transcriptionally active complexes. Alternatively, phage integration at these sites may be the result of positive selective pressure, as ϕC31, and presumably ϕBT1, integrate in an antisense orientation such that the integrase promoter is separated from its coding sequence [32,33]. As integrase activity is required for phage excision, a productive infection could only be achieved with the assistance of an endogenous (bacterial) promoter. For ϕBT1, such a promoter could obviously be provided by the asRNA (Figure 2B); for ϕC31, the asRNA promoter may well lie upstream of the integration site, but asRNA transcript levels were more abundant downstream of this region (Figure 2B).

### ‘cutoRNAs’ are a common and well-conserved phenomenon in *Streptomyces* species

In addition to the Class (i) asRNAs, we also identified a second major class of asRNAs in all three *Streptomyces* species, termed ‘cutoRNAs’, for convergent untranslated overlapping RNAs. 

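Among protein-coding genes with a convergent 3′ neighbour, 229 of 2820 were past the antisense cutoff in the long transcript library of *S. coelicolor*, or 8.12% (95% Wilson interval 7.17 to 9.19). Among those with a 3′ neighbour on the same strand, 70 of 4949 were, or 1.41% (1.12 to 1.78). The odds ratio was 6.16 (Fisher's exact test across genes, p = 1.56e-47, adjusted p = 4.67e-47). In *S. avermitilis*, 166 of 2667 convergent genes (6.22%, 5.37 to 7.21) and 45 of 4911 same-strand genes (0.92%, 0.69 to 1.22) were past the cutoff, an odds ratio of 7.18 (Fisher's exact test, p = 3.45e-39, adjusted p = 3.45e-39). In *S. venezuelae*, the numbers were 190 of 2558 (7.43%, 6.47 to 8.51) and 56 of 4893 (1.14%, 0.88 to 1.48), an odds ratio of 6.93 (Fisher's exact test, p = 1.68e-44, adjusted p = 2.52e-44). The p-values were adjusted by the Benjamini-Hochberg method over the 3 species, and genes are not independent replicates, which the libraries lack. Between species, the log odds ratios differed by -0.15 (*S. coelicolor* minus *S. avermitilis*, p = 0.477), -0.116 (*S. coelicolor* minus *S. venezuelae*, p = 0.576) and 0.033 (*S. avermitilis* minus *S. venezuelae*, p = 0.883) in permutation tests of the species labels, with adjusted p-values of 0.864, 0.864 and 0.883, so that no difference was detectable. Every alternative setting run for the odds ratios of the species kept the direction. The largest shift was to odds ratios of 4.87, 3.26 and 4.21 in *S. coelicolor*, *S. avermitilis* and *S. venezuelae*. It came from also counting genes whose mean antisense depth over the covered bases was above the paper's peak cutoff. That setting was chosen after the data had been seen. From the antisense expression of such convergent genes, the paper defines cutoRNAs as a second major class in all species.

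**Figure D3:**
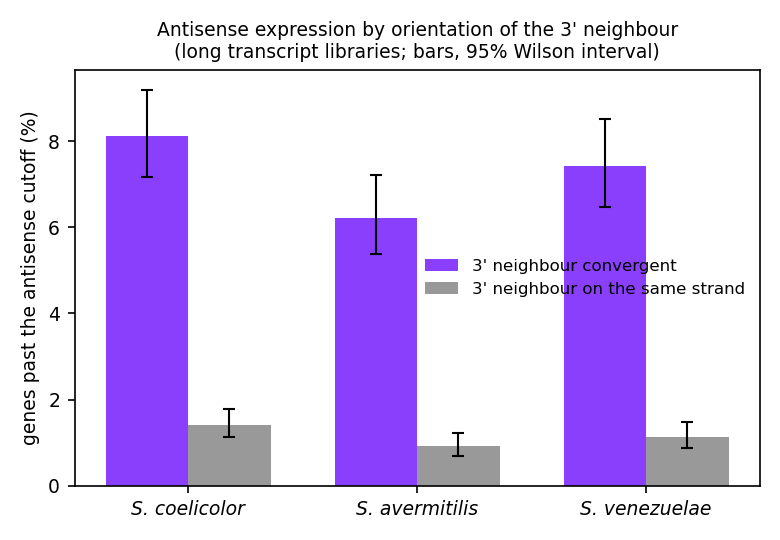
Share of protein-coding genes past the antisense cutoff, in percent, by the orientation of the 3′ neighbour in the long transcript library of each species, with 95% Wilson intervals as error bars. Convergent genes lie at 8.12%, 6.22% and 7.43% and same-strand genes at 1.41%, 0.92% and 1.14% in *S. coelicolor*, *S. avermitilis* and *S. venezuelae*.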

These RNAs arose from the expression of convergent genes, whereby the transcription of one or both genes extended beyond its respective coding sequence into the downstream coding regions (Additional file 1: Table S1). 

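Across the 2820 genes of *S. coelicolor* with a convergent 3′ neighbour, Spearman's rho between the estimated antisense MEV of a gene and the sense MEV of its neighbour was 0.641. It was 0.568 across 2667 genes of *S. avermitilis* and 0.554 across 2558 genes of *S. venezuelae*. A permutation test across genes gave p = 1e-05 in each species (adjusted p = 1e-05 over the 3 species), the smallest that the permutations can give, and genes are not independent replicates. When the convergent genes of *S. coelicolor* were ranked by the sense MEV of their neighbour and divided into 5 groups of equal size, the median antisense MEV was 0.39 in the lowest group and 5.12 in the highest. In the lowest group 1.24% of the genes were past the cutoff and in the highest group 30.85%. The corresponding shares were 0.56% and 21.54% in *S. avermitilis* and 0.98% and 27.15% in *S. venezuelae* (no replicates). The largest change among the alternatives came from using the downstream neighbour on the same strand in place of the convergent neighbour, with a rho of 0.206, 0.213 and 0.244 in *S. coelicolor*, *S. avermitilis* and *S. venezuelae*. The paper attributes the antisense RNA of these genes to transcription that extends from a gene, or from both, into the downstream coding region.

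**Figure D4:**
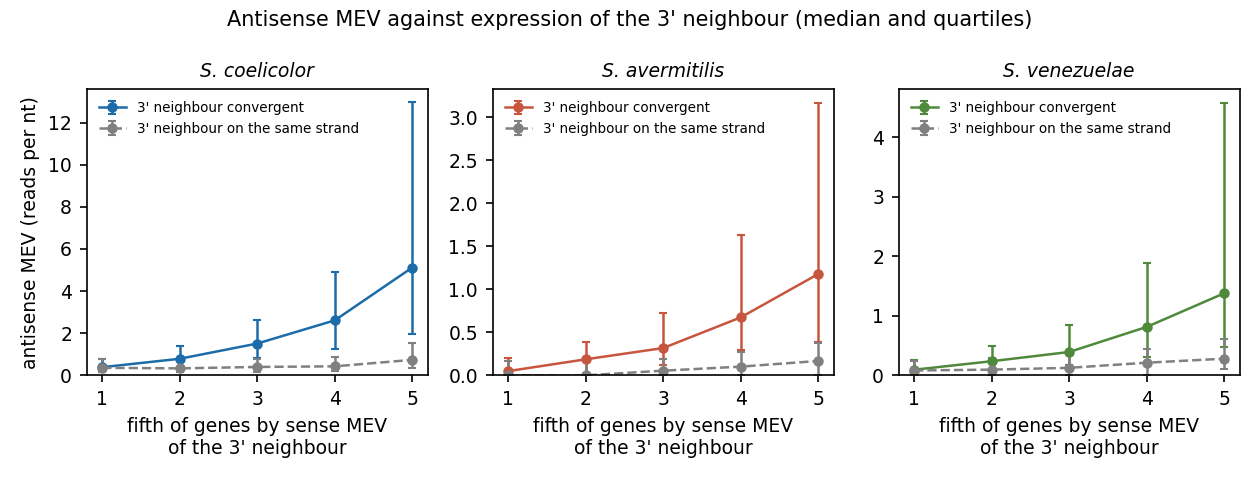
Median antisense MEV of a gene, in reads per nucleotide, in 5 equal groups of genes ranked by the sense MEV of the 3′ neighbour, for convergent neighbours (solid line) and neighbours on the same strand (dashed line). Error bars are quartiles across genes and each species has its own vertical scale. In *S. coelicolor* the convergent median rises from 0.39 to 5.12 and the same-strand median from 0.36 to 0.74.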

Whilst we identified only 11 conserved asRNAs, there were 19 cutoRNA pairs conserved in *S. avermitilis, S. coelicolor* and *S. venezuelae* (Additional file 1: Table S2). We examined the genetic organization of these 19 gene pairs in other streptomycetes, and found this organization to be highly conserved. For example, in *Streptomyces scabies* and *Streptomyces griseus*, a convergent configuration was observed for 19/19 (*S. scabies*) and 18/19 (*S. griseus*) gene pairs. We extended our analyses to include more diverse actinobacteria, but found many of the genes involved were *Streptomyces-*specific; only the *wblA-sco3578* gene pair was conserved and convergently arranged in the more distantly related *Frankia alni, Thermobifida fusca*, and *Mycobacterium tuberculosis.* In *M. tuberculosis,* ‘antisense RNAs’ to both genes have been previously reported [34], suggesting broad cutoRNA conservation across the actinobacteria for this gene pair.

Given the extent of its conservation, we sought to further investigate the expression of the *wblA* and *sco3578* cutoRNA. *wblA* encodes a transcription factor that impacts both antibiotic production and aerial morphogenesis in *S. coelicolor*[35], while *sco3578* encodes a putative ion-transporting ATPase. 

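In *S. coelicolor*, the gene next to and convergent with SCO3578, annotated as a putative ion-transporting ATPase, is SCO3579 (nucleotides 3957444 to 3957782), taken here as *wblA*. Its estimated sense MEV was 1464.24, from 5266 reads in the long transcript library. SCO3578 (3955971 to 3957416), 27 bp away, had 2043 antisense reads, an antisense MEV of 133.18, over 1423 of its 1446 bases (98.4%). In *S. avermitilis*, the sense MEV of *wblA* (SAV_4584, 5599696 to 5600085) was 498.59, from 1975 reads. SAV_4585 (5600160 to 5601584), 74 bp away, had 1130 antisense reads, an antisense MEV of 78.07, over 1421 of 1425 bases (99.7%). Antisense reads were 87.57% of the reads on SCO3578 (95% Wilson interval 86.17 to 88.85) and 93.31% of those on SAV_4585 (91.76 to 94.59), and the antisense MEV of each gene ranked 5 among the protein-coding genes of its species (no replicates). The antisense MEV in *S. avermitilis* was 0.586 of that in *S. coelicolor*, and 1.499 times as high once scaled to coverage outside rRNA.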

Our RNA-Seq data revealed that the 3′ UTR of *wblA* covered the entire coding region of the downstream ATPase-encoding gene in both *S. coelicolor* (Figure 2C) and *S. avermitilis* (Figure 2C), extending more than 1.2 kb beyond the *wblA* translation stop site. In *S. venezuelae, wblA* transcripts extended ~500 nucleotides beyond the *wblA* coding sequence, well into the downstream coding sequence (Figure 2C). 

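In *S. venezuelae*, *wblA* was taken as SVEN_3349 (nucleotides 3667391 to 3667735), annotated as a WhiB-type regulator, with 1315 sense reads and an estimated sense MEV of 359.94 in the long transcript library. The convergent gene SVEN_3348 (3665895 to 3667283), 107 bp away, had 228 antisense reads, an antisense MEV of 15.50, and 807 of its 1389 bases were covered (58.1%). The distance and the covered bases together came to 914 nucleotides, where a base counts as covered from a single read and the covered bases need not be adjoining. Antisense reads were 55.34% of the reads on SVEN_3348 (95% Wilson interval 50.51 to 60.07; no replicates). Its antisense MEV was 0.116 of that of SCO3578 in *S. coelicolor*, and 0.245 after scaling to coverage outside rRNA. The paper concludes from the coverage that *wblA* transcripts reached well into the downstream coding sequence in this species too.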

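The sense MEV of the ATPase-encoding gene was 18.90 in *S. coelicolor* (290 reads), 5.60 in *S. avermitilis* (81 reads) and 12.51 in *S. venezuelae* (184 reads), against 1464.24, 498.59 and 359.94 for *wblA*. On the strand opposite *wblA*, 36 reads were counted in *S. coelicolor*, an estimated MEV of 10.01 over 308 of 339 bases (90.9%). There were 8 such reads in *S. avermitilis*, an MEV of 2.02 over 266 of 390 bases (68.2%), and 16 in *S. venezuelae*, an MEV of 4.38 over 333 of 345 bases (96.5%). These antisense reads were 0.68% of the reads on *wblA* in *S. coelicolor* (95% Wilson interval 0.49 to 0.94), 0.40% in *S. avermitilis* (0.20 to 0.79) and 1.20% in *S. venezuelae* (0.74 to 1.94), with no replicates. For comparison, antisense reads per 100 sense reads of rRNA in the same libraries were 0.185, 0.0955 and 0.156. Scaled to coverage outside rRNA, the antisense MEV of *wblA* in *S. venezuelae* was 0.921 of that in *S. coelicolor*, against 0.438 unscaled.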

While the ATPase-encoding gene was expressed at much lower levels than *wblA,* its 3′ UTR still extended into *wblA*. Semi-quantitative RT-PCR analyses were conducted to follow the expression of these genes. We found each gene and its corresponding 3′ UTR, was expressed throughout development (Additional file 1: Figure S2). This suggested that, as for the asRNAs examined here, there is the potential for base pairing of these convergent transcripts, with possible downstream regulatory implications.

Outside of the *wblA-*associated cutoRNA, *M. tuberculosis* has previously been shown to have abundant asRNAs arising from the transcriptional read-through of convergently transcribed genes [34]. A similar phenomenon has also been noted in the more distantly-related (Gram-positive) bacterium *Bacillus subtilis*[36], suggesting that cutoRNAs may be widespread in bacteria. Studies in *B. subtilis* have also revealed intriguing correlations between flexible transcription termination and growth conditions [36]. It will be interesting to see whether cutoRNA occurrence in the streptomycetes is similarly impacted by different growth conditions.

There are a number of different scenarios by which cutoRNAs could function in the cell. Simultaneous expression of cutoRNA gene pairs could lead to altered stability of one or both transcripts. This is supported by an analysis of recently published data comparing gene expression in wild type and RNase III deficient strains of *S. coelicolor*[37] (where RNase III specifically cleaves double stranded RNA), which revealed that one gene in each of seven different cutoRNA pairs was significantly impacted by the loss of RNase III (*SCO1150, SCO4283, SCO4749, SCO5106, SCO5146, SCO6716,* SCO6729; Additional file 1: Table S1). cutoRNAs could also serve to ‘tether’ the convergently expressed mRNAs such that their protein products are produced in close proximity. This would imply a functional correlation between the convergent genes and their resulting products. Currently, there is no experimental evidence supporting related functions for any of the conserved cutoRNA gene pairs, as the majority of these genes have not been characterized. It is worth noting, however, that cutoRNAs were abundant in the species-specific secondary metabolic gene clusters, where they were shared between genes with obvious functional relationships (Additional file 1: Table S1 and below).

In *E. coli,* cutoRNA-like transcription is thought to be deleterious, and it has been proposed that the Rho transcription termination factor acts to prevent such asRNA expression [38]. Rho activity can be inhibited by the antibiotic bicyclomycin, and studies in a close relative of *S. coelicolor*, *Streptomyces lividans,* have revealed that bicyclomycin has no effect on colony growth [39], suggesting that the loss of Rho activity is not detrimental to the streptomycetes. This may imply that *Streptomyces* tolerate convergent transcription better than *E. coli*, or it may mean that they invoke other, as yet unknown means of dealing with transcriptional conflicts caused by convergent transcription.

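Genes past the antisense cutoff whose 5′ neighbour was divergent numbered 124 in *S. coelicolor*, 92 in *S. avermitilis* and 112 in *S. venezuelae* in the long transcript libraries, but most of these also had a convergent 3′ neighbour. Those with a divergent 5′ neighbour and no convergent 3′ neighbour numbered 32 in *S. coelicolor*, 19 in *S. avermitilis* and 19 in *S. venezuelae*. They made up 10.70% (95% Wilson interval 7.68 to 14.72), 9.0% (5.84 to 13.63) and 7.72% (5.00 to 11.75) of the genes past the cutoff. Of all genes with such neighbours, 1.96% (1.39 to 2.75), 1.20% (0.77 to 1.87) and 1.24% (0.80 to 1.93) were past the cutoff (no replicates). Orientation alone does not show whether the promoters overlap, since the start of each transcript is not in the files analysed here.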

Of the remaining asRNAs identified, very few were the result of divergent expression from overlapping promoters (five were observed in *S. coelicolor,* while none were detected in *S. avermitilis* or *S. venezuelae*) (Additional file 1: Table S1 ). Instead, much of the antisense transcription we detected could not be readily categorized (Additional file 1: Table S1 ). This was largely due to the lack of defined transcription start/stop sites and uneven transcript coverage, which made definitive classification challenging. It is conceivable that many of these transcripts were processed shortly after generation, possibly in conjunction with their corresponding sense transcripts, and consequently full-length asRNAs failed to accumulate. The idea that rapid processing masks the full extent of antisense transcription has been supported by findings in *Staphylococcus aureus,* where full length asRNAs were detected only following RNase III depletion [40]. The number of genes with associated asRNAs in *Streptomyces* may therefore be much higher than reported here.

### Expanding the *Streptomyces* sRNA landscape: conservation and organization of new sRNAs

To expand the existing library of sRNAs in *S. coelicolor*, and to begin to understand the distribution of sRNAs in different *Streptomyces* species, we endeavoured to mine our RNA-Seq data for unannotated sRNA genes within the intergenic regions of *S. coelicolor*, *S. avermitilis* and *S. venezuelae* (Figure 3A). New sRNAs were given a designation that consisted of a species reference, followed by a number corresponding to that of its right flanking protein-coding gene (*e.g. scr1434/sar6912/svr1031* for *S. coelicolor, S. avermitilis* and *S. venezuelae* sRNAs, respectively) (Additional file 1: Table S3). We identified 90 sRNAs in *S. coelicolor*, of which 71 were novel, bringing the total number of confirmed sRNAs in *S. coelicolor* to 105. Interestingly, we detected greater numbers of sRNAs in *S. avermitilis* and *S. venezuelae*: 199 and 176, respectively, of which fewer than 20 in each species were homologous to previously identified sRNAs from *S. coelicolor*. We also observed 17 of 34 previously confirmed sRNAs from *S. coelicolor*[17,18,21], along with another four that had been predicted but not experimentally validated [17,18] (Additional file 1: Table S3). An additional 12 previously confirmed/predicted sRNAs appeared, from our data, to be highly expressed 5′ UTRs and not independently encoded sRNAs. This did not, however, preclude these regions from having sRNA regulatory potential, as there are documented examples of functional sRNAs arising from transcription attenuation within 5′ UTRs [41].

**Figure 3:**
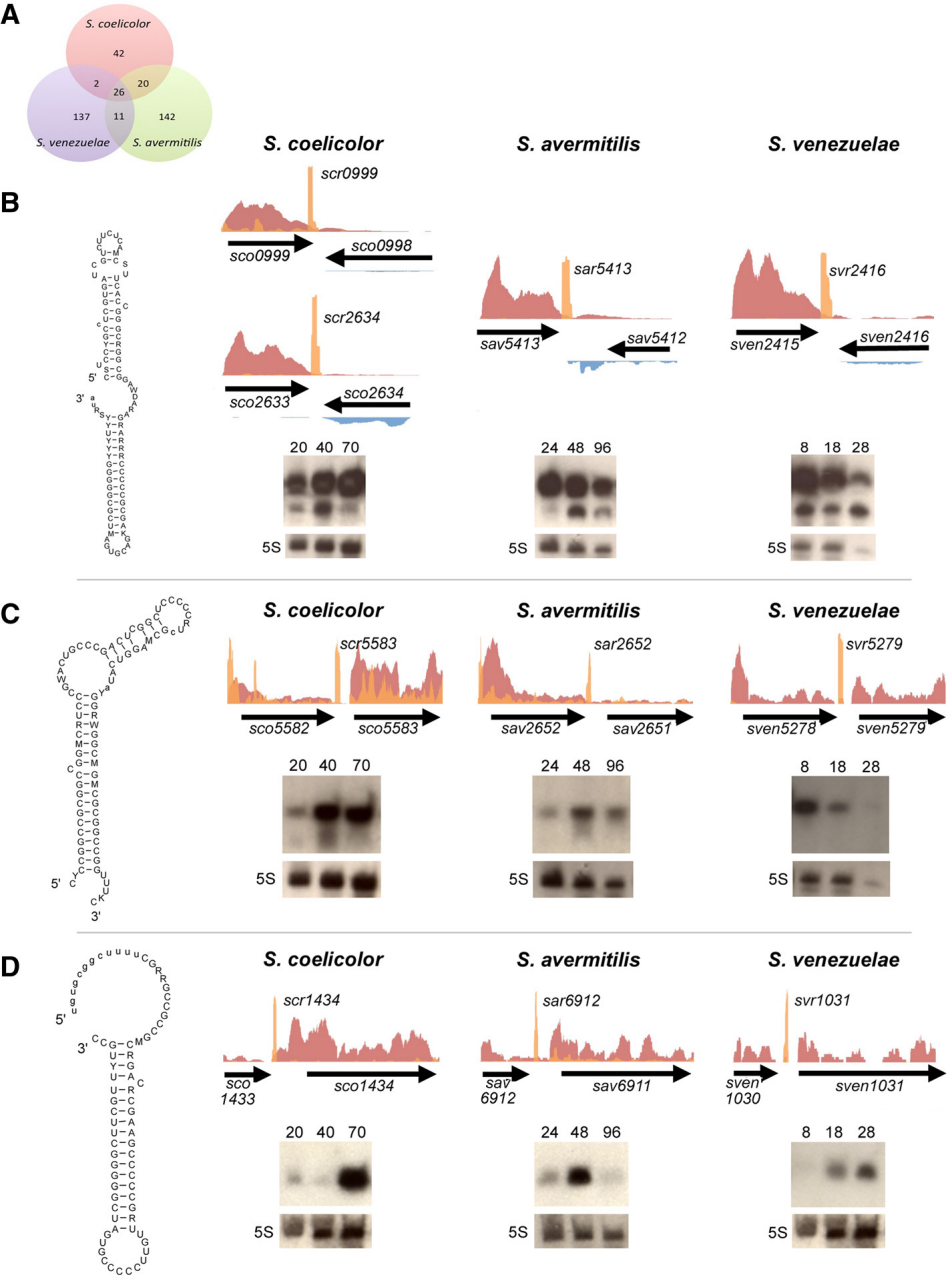
**Comparing conserved intergenic sRNAs: structure and expression analyses. (A)** Venn diagram illustrating sRNA conservation in *S. coelicolor*, *S. avermitilis* and *S. venezuelae*. **(B-D)** Structure, expression profiles and northern blot analyses of conserved sRNAs: **(B)** scr0999, scr2634, sar5413 and svr2416; **(C)** scr5583, sar2652 and svr5279; **(D)** scr1434, sar6912 and svr1031. For **(B-D)**: predicted conserved secondary structures for each sRNA are shown to the far left. Non-standard bases are indicated as follows: M (A or C), R (A or G), W (A or U), S (G or C), Y (C or U), K (G or U), D (not C). Insertions are denoted in lower case. For the expression profiles: positive strand coverage is shown above the gene annotation in red (long transcript library) and orange (sRNA-enriched library); negative strand profiles (below annotation) are shown in blue (long transcript library) and green (sRNA-enriched library). Northern blots showing the temporal expression of each sRNA (time of RNA extraction is indicated in hours) are shown below each coverage graph. For each blot, 5S rRNA was also probed as a control for RNA integrity and abundance.

Unlike the asRNAs, we found a significant number of intergenic sRNAs were conserved between the three species (Figure 3A; Additional file 1: Table S4). Of the 92 sRNAs we identified in *S. coelicolor*, 28.7% were conserved at a sequence level (E-value less than 1e-06) in all three species, while 22.3% and 2.2% were shared with *S. avermitilis* or *S. venezuelae,* respectively. We considered the possibility that some these conserved sRNA genes may - in addition, or alternatively – encode a small protein, as has been seen in *E. coli*[42]. We scrutinized all conserved sRNA sequences for open reading frames that were also conserved between species, and found four of 58 with the potential to encode a conserved protein (Additional file 1: Table S4). Further experimentation will be needed to assess the protein-coding capacity of these four genes.

Here, we directed our efforts towards the initial characterization of a number of highly expressed, non-protein-coding novel sRNAs. Using northern blotting, we probed the expression of three conserved sRNAs to verify our RNA-Seq data and to investigate their expression profiles. One of the most highly-expressed conserved sRNA had two equivalently expressed paralogues in *S. coelicolor* (*scr2634*, *scr0999*) (Figure 3B). In *S. avermitilis* and *S. venezuelae,* the equivalent sRNAs (*sar5413* and *svr2416,* respectively) were also highly expressed (Figure 3B). Structural predictions suggested that these sRNAs adopted near identical structures (Figure 3B), being largely unaffected by primary sequence differences. In each species, the sRNA was expressed from a site immediately downstream of *sodF* (within 18 nucleotides), where *sodF* encodes an iron/zinc superoxide dismutase involved in the defense against reactive oxygen species. While *sodF-*associated sRNAs have not been reported previously, sRNAs encoded within the 3′ regions of protein-coding genes are not unprecedented and have been described recently in *Salmonella*[43]. There is, however, evidence for control of *sodF*-like genes by small RNAs: expression of the *sodF* equivalent in *E. coli*, *sodB*, is controlled by the RyhB sRNA [44]; we do not currently have any data supporting a regulatory connection between *sodF* and the associated downstream sRNA. Northern blot analysis revealed that this *sodF-*associated sRNA was expressed throughout development in all three *Streptomyces* species (Figure 3B).

We probed an additional conserved sRNA that was amongst the most highly expressed in all three species*.* scr5583, sar2652*,* and svr5279 shared extensive sequence identity, and were predicted to have a structurally distinctive C-rich (67%) terminal loop (Figure 3C). Many well-characterized sRNAs, such as RNAIII in *S. aureus*[45], target mRNAs via C-rich loops; however, *Streptomyces* genomes are very GC-rich (>70%), so whether an equivalent phenomenon exists in these bacteria remains to be seen. Unexpectedly, northern blot analyses revealed that this sRNA was differentially expressed in three *Streptomyces* species: it was expressed most highly during aerial hyphae formation and sporulation (later developmental stages) in *S. coelicolor* and *S. avermitilis,* whereas in *S. venezuelae*, it was most highly expressed during vegetative (early) growth (Figure 3C).

Finally, we examined the expression profiles of the highly expressed scr1434, sar6912, and svr1031 sRNAs. Highest levels of each, as determined by northern blotting, were observed during aerial hyphae formation and sporulation (Figure 3D). This sRNA was predicted to form a very stable stem-loop structure, again, having a C-rich loop region (Figure 3D).

While many sRNAs were shared by all three *Streptomyces* species, there were notable species-specific differences as well. We focused our attention on select highly expressed unique sRNAs, and used northern blot analysis to assess their expression profiles (Figure 4). Within *S. avermitilis,* the 89 nucleotide sar2765 was expressed exclusively during vegetative growth (Figure 4A), while the equivalently sized sar3980 (88 nucleotides) was expressed most highly during vegetative and aerial growth (Figure 4A). In *S. coelicolor,* scr3716 (~128 nucleotides) was highly represented in our long transcript-enriched library and was not present in the sRNA-enriched library, unlike the majority of sRNAs identified in our study (this is in contrast to all classes of asRNA, which were almost exclusively detected in our long transcript library). scr3716 was expressed at low levels during vegetative growth, with expression levels rising significantly during aerial development and sporulation (Figure 4B), in contrast to the smaller 70 nucleotide scr3931, which was expressed solely during vegetative growth (Figure 4B). 

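The antisense cutoff of each long transcript library was carried over to the sRNA-enriched library by scaling it to the total coverage of features other than rRNA and tRNA, which gave cutoffs of 0.339 in *S. coelicolor*, 4.730 in *S. avermitilis* and 1.536 in *S. venezuelae*. In *S. coelicolor*, 299 protein-coding genes were past the cutoff in the long transcript library and 414 in the sRNA-enriched library, of which 236 were past it in both, 63 in the long transcript library only and 178 in the sRNA-enriched library only (exact McNemar test across genes, p = 6.88e-14, adjusted p = 6.88e-14). In *S. avermitilis*, 211 and 342 genes were past it, with 172 in both, 39 in the long transcript library only and 170 in the sRNA-enriched library only (exact McNemar test, p = 1.07e-20, adjusted p = 1.60e-20). In *S. venezuelae*, the numbers were 246 and 811, with 201 in both, 45 in the long transcript library only and 610 in the sRNA-enriched library only (exact McNemar test, p = 1.38e-127, adjusted p = 4.15e-127). The adjustment covers the 3 species, and genes are not independent replicates, which the libraries lack. Sampling noise at the depth of the shallower library can also make the numbers unequal. Over 100 draws, such noise gave 55.7%, 20.3% and 8.5% of the 178, 170 and 610 genes seen in the sRNA-enriched library only. In *S. coelicolor* the p-value therefore does not by itself separate the excess from sampling noise. The antisense share of the reads on protein-coding genes was 7.55% in the sRNA-enriched library of *S. coelicolor* (95% Wilson interval 7.42 to 7.68), 6.56% in that of *S. avermitilis* (6.53 to 6.59) and 16.52% in that of *S. venezuelae* (16.45 to 16.59). The sRNA-enriched library of *S. coelicolor* had the fewest reads on protein-coding genes, 165574, and its cutoff of 0.339 compares with an MEV of 0.164 for 3 reads on a gene of median length. When a cutoff of 10.0 was kept in both libraries of *S. coelicolor*, 295 genes were past it in the long transcript library only and 2 in the sRNA-enriched library only, the largest change among the alternatives. The paper takes antisense RNAs of all classes to have been found almost only in the long transcript library.

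**Figure D5:**
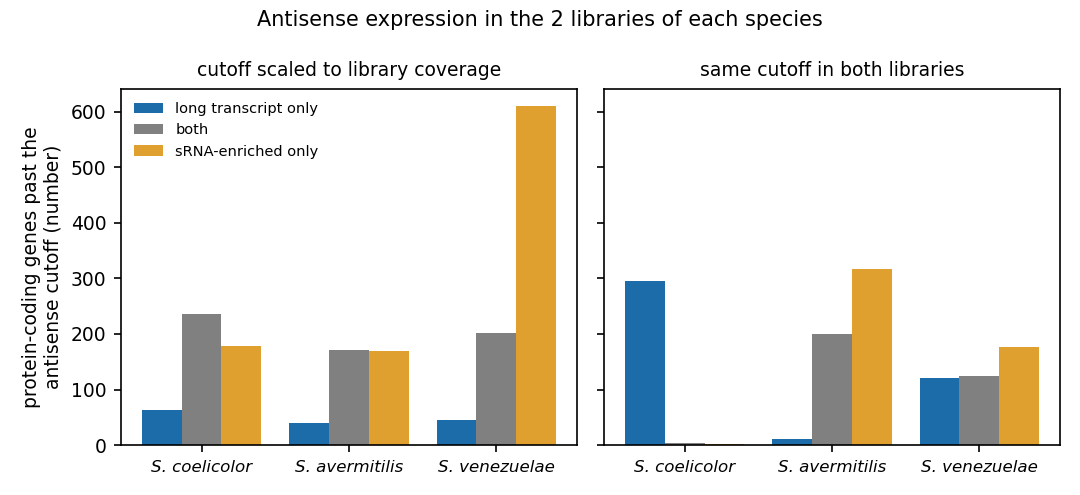
Number of protein-coding genes past the antisense cutoff in the long transcript library only, in both libraries and in the sRNA-enriched library only, by species, with the cutoff scaled to library coverage (left panel) and with the same cutoff in both libraries (right panel). In the left panel the bars of the sRNA-enriched library only stand at 178, 170 and 610 in *S. coelicolor*, *S. avermitilis* and *S. venezuelae*, and in the right panel at 2, 317 and 177.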

In *S. venezuelae,* svr5535 was one of the shortest sRNAs identified in our study at only 41 nucleotides, and unlike many other sRNAs, it was expressed throughout development (Figure 4C). Apart from svr5535, which was predicted to form a single stem-loop structure, all other sRNAs were predicted to adopt two or three stem-loop configurations.

**Figure 4:**
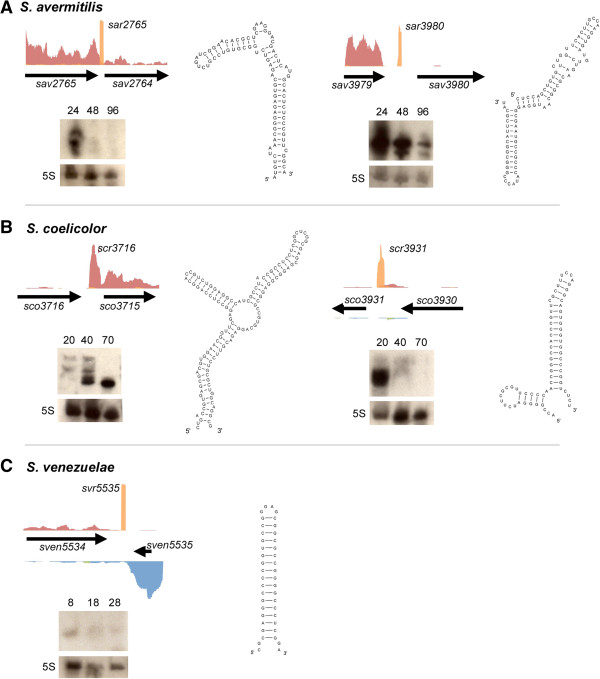
**Structure and expression analyses of species-specific intergenic sRNAs.** Expression profiles, northern analyses and structural predictions for: **(A)***S. avermitilis* sRNAs sar2765 (left) and sar3980 (right); **(B)***S. coelicolor* sRNAs scr3716 (left) and scr3931 (right); **(C)***S. venezuelae* sRNA svr5535. For each expression profile, relative sequence reads for genes encoded on the positive strand (top) are shown in red (long transcript library) and orange (sRNA-enriched library), while negative strand profiles are shown in blue (long transcript library). As expression levels for different genes varied greatly, the y-axes of each panel were scaled independently. Northern blots, shown below each coverage graph, revealed sRNA expression throughout development (time of RNA harvest is shown in hours). 5S rRNA was probed as a control for RNA quantity and integrity.

In considering species-specific versus conserved sRNAs, we explored whether any correlation could be drawn between conservation and genome position. *Streptomyces* chromosomes are unusual relative to those of most bacteria in that they are linear, and are organized such that there is a central ‘core’ region that is broadly conserved in all actinobacteria. This central core is flanked on either side by ‘arm’ regions whose sequences are more divergent. Comparative genomic analyses have suggested that the left arm contains an actinomycete-specific region immediately adjacent to the core, while the equivalent position in the right arm is associated with *Streptomyces*-specific genes. The extreme ends of the chromosome arms contain predominantly species-specific genes [46]. We examined the position of each sRNA in *S. coelicolor* in relation to these different genetic bounds (Table 2). The majority of sRNAs (58 of 92) fell within the core region, with 50% of these conserved in at least one of the other two *Streptomyces* species. Of the 17 sRNAs located in the ‘actinomycete-specific’ region, a remarkable 82% were conserved, whereas somewhat surprisingly, only eight sRNAs were expressed from within the ‘*Streptomyces*-specific’ region, and of these, only three were also found in *S. avermitilis* or *S. venezuelae*. In the divergent chromosomal ends, few sRNAs were identified, and all of these were unique to *S. coelicolor*.

**Table 2:** **Location of unique and conserved sRNAs in *S. coelicolor***

Chromosomal region^*^	**# sRNAs**	**# unique**	**# conserved**	**% conserved**
Left terminal region	2	2	0	0%
Left *Actinomycetales*-specific region	17	3	14	82.4%
Core region	58	29	29	50.0%
Right *Streptomyces*-specific region	8	5	3	37.5%
Right terminal region	7	7	0	0%

* as per Kirby et al. [46].

In general, the 105 sRNAs identified here and elsewhere [17,18,21] for *S. coelicolor* is comparable to the number of sRNAs detected in *E. coli* (currently estimated to be ~80 [47]). This is fewer than might have been expected given the large *Streptomyces* genome (>8 Mb versus 4–5 Mb for *E. coli*), and the relatively large proportion of protein-encoding genes dedicated to regulation in *S. coelicolor* (12.3% of all protein-coding genes [48]). It is likely, however, that sRNA saturation has not been reached in any *Streptomyces* species, given that there has yet to be an exhaustive search conducted using different growth and stress conditions, and that each investigation undertaken to date has identified unique sRNA subsets without considerable overlap.

### ncRNAs feature prominently in many secondary metabolite clusters

*Streptomyces* species are renowned for their ability to produce a broad range of antibiotics, together with a host of other secondary metabolites having medical and agricultural utility. Our transcriptome analyses have revealed previously unrecognized complexity for some secondary metabolic clusters, largely in the form of asRNA expression.

asRNAs were abundant in the predicted secondary metabolic clusters for the three *Streptomyces* species examined here: 20% of *S. avermitilis*, 30% of *S. coelicolor* and 60% of *S. venezuelae* secondary metabolic clusters were associated with asRNAs of at least one type (Additional file 1: Table S1). 

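*hopC* of *S. coelicolor* (SCO6762, nucleotides 7518030 to 7519466) had 814 antisense reads in the long transcript library, an estimated MEV of 53.39, which ranked 33 among 7769 protein-coding genes. *hopC* of *S. avermitilis* (SAV_1652, 2023433 to 2024860) had 221, an MEV of 15.24, which ranked 39 among 7580. The other genes examined around *hopC* in *S. coelicolor*, SCO6759, SCO6760, SCO6763 and SCO6764, had antisense MEVs between 0 and 1.81, and those in *S. avermitilis*, *hopA*, *hopB*, *hopD* and *hopE*, between 0 and 0.41 (no replicates). Scaling to coverage outside rRNA changed the ratio of the antisense MEV of *hopC* in *S. avermitilis* to that in *S. coelicolor* from 0.285 to 0.729.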

Given the lack of general antisense RNA conservation found both within the streptomycetes in this study, and in other bacteria [49], we were surprised to identify a strongly-expressed *cis*-antisense RNA within a hopanoid biosynthetic cluster in *S. coelicolor* and *S. avermitilis* (Figure 5A). Hopanoids are cholesterol-like pentacyclic molecules [50-52] found throughout bacteria [53]. In *S. coelicolor*, the 12 gene hopanoid biosynthetic cluster is most highly expressed during aerial development, and it has been proposed that hopanoids help promote water retention during aerial hyphae formation [54]. 

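The genes of *S. venezuelae* that correspond to this part of the cluster by their annotated products, SVEN_6447 to SVEN_6451 (nucleotides 7031575 to 7038100), had estimated sense MEVs of 6.11, 9.23, 8.49, 62.15 and 30.43 in the long transcript library. These lay between the 67.8 and the 94.8 percentile of the sense MEVs of the protein-coding genes of *S. venezuelae*. The genes examined in *S. coelicolor* lay between the 71.7 and the 78.4 percentile, with sense MEVs from 22.28 to 31.75, and those in *S. avermitilis* between the 68.5 and the 77.2 percentile, with sense MEVs from 6.35 to 10.15 (no replicates). Percentiles are within a species, so they do not depend on the depth of the library. Only 5 genes of the cluster were examined in each species. SCO6761, next to *hopC* in *S. coelicolor*, was not among them and had a sense MEV of 55.73.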

This may explain why the equivalent cluster in *S. venzeuelae* (grown in liquid culture) was expressed at very low levels. The asRNA was transcribed opposite *hopC* (*sco6762)* (Figure 5A), a predicted phytoene dehydrogenase-encoding gene. 

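Antisense reads covered 1002 of the 1437 bases of *hopC* in *S. coelicolor* (69.7%) and 779 of 1428 bases in *S. avermitilis* (54.6%). They made up 67.61% of the reads on *hopC* in *S. coelicolor* (95% Wilson interval 64.91 to 70.19) and 64.06% of those in *S. avermitilis* (58.87 to 68.94). The sense MEV of *hopC* was 25.58 in *S. coelicolor* and 8.55 in *S. avermitilis*, in the long transcript libraries (no replicates). In the sRNA-enriched libraries, 52 antisense reads lay opposite *hopC* in *S. coelicolor* and 551 in *S. avermitilis*. The annotation gives the product of SCO6762 as a putative phytoene dehydrogenase and that of SAV_1652 as a squalene/phytoene dehydrogenase. In the corresponding gene of *S. venezuelae* (SVEN_6449), the antisense MEV was 0.13, which is below the smallest signal the depth can show.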

Using semi-quantitative RT-PCR, we determined that both sense and antisense genes were expressed at the same time (Additional file 1: Figure S1). The hopanoid cluster in *S. coelicolor* is thought to direct the synthesis of both hopene and the related aminotrihydroxybacteriohopane [54]. Little is known about the biosynthetic steps leading to the synthesis of either compound, and nothing is known about the role of HopC. It is possible that *hopC* expression may be modulated by its cognate asRNA, which in turn could impact the production of one or both of these products.

**Figure 5:**
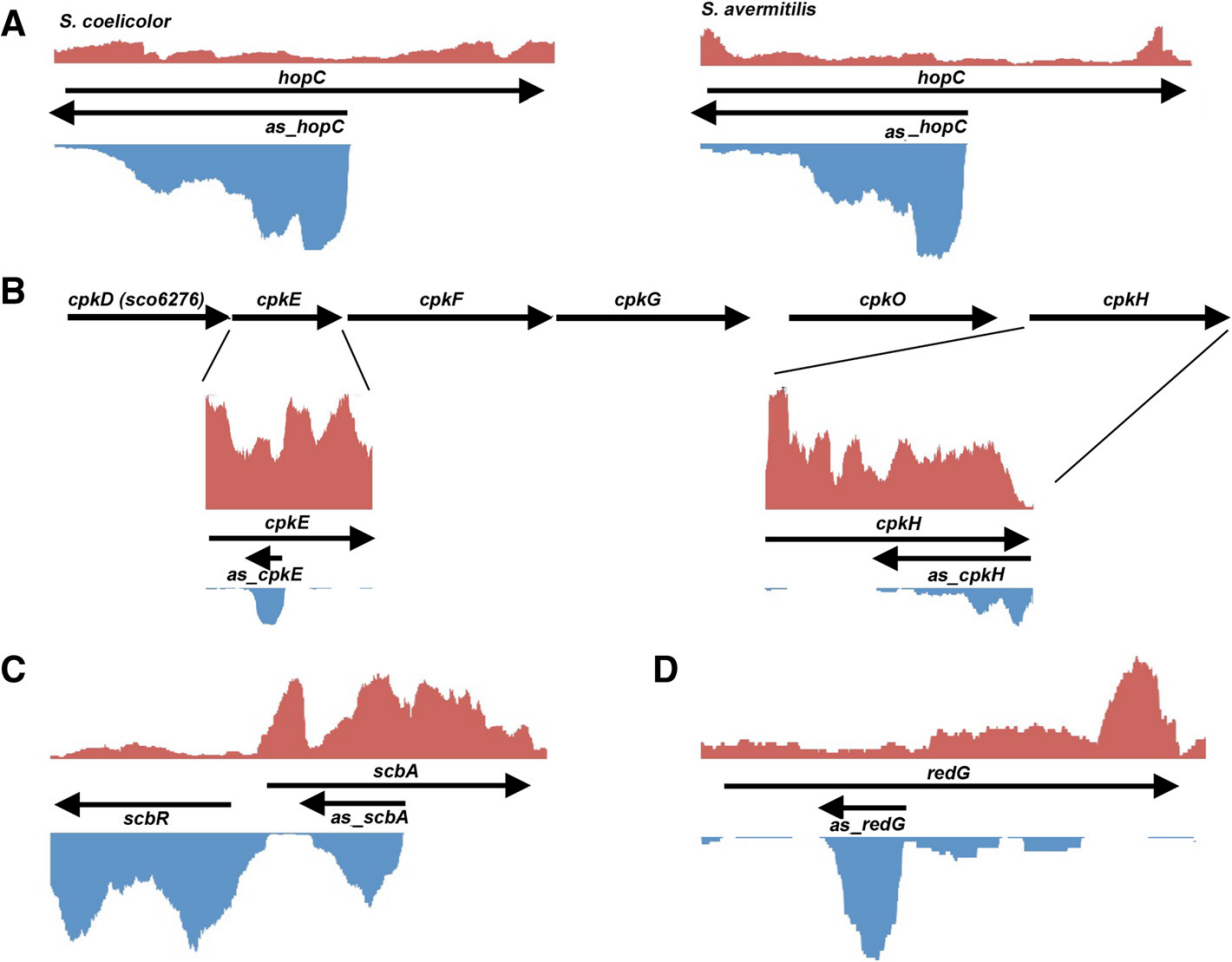
**Expression profiles of antisense RNAs within secondary metabolite clusters. (A)** Expression profile of the asRNA expressed opposite *hopC* in *S. coelicolor* (left) and *S. avermitilis* (right). **(B)** Expression of the two asRNAs expressed opposite *cpkE* and *cpkH* within the coelimycin P1 biosynthetic cluster of *S. coelicolor*. The relative position of these two genes within the cluster is shown above the coverage graphs. **(C)** Expression levels for *scbA* and *scbR* within the coelimycin P1 biosynthetic cluster in *S. coelicolor*. Antisense RNAs resulted from the divergent transcription of these two genes [60] and an independent antisense RNA was expressed within the coding region of *scbA*. **(D)** Expression profile of the asRNA expressed opposite *redG* within the prodiginine biosynthetic cluster of *S. coelicolor*. For each of **(A-D)**, relative sequence reads at each nucleotide position were shown in red (positive strand on the top), and blue (negative strand on the bottom). The y-axis of each gene set was scaled independently, as expression levels of different gene clusters varied.

Two well-characterized secondary metabolic clusters in *S. coelicolor* also encoded distinct antisense RNAs: the coelimycin P1 (*cpk*) biosynthetic cluster (Figure 5B,C) and the prodiginine (*red)* biosynthetic cluster (Figure 5D). The 16 gene coelimycin P1 biosynthetic cluster (*sco6273-6288*) [55-57] includes two genes with associated asRNAs: *cpkE/sco6277* (encoding a putative epoxide hydrolase) and *cpkH/sco6281* (encoding a putative FAD-binding protein). The *cpkE-*associated asRNA was expressed most highly in the centre of *cpkE*, while the *cpkH* antisense was expressed closer to the 3′ end of the coding sequence (Figure 5B). 

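*cpkE* (SCO6277, nucleotides 6933604 to 6934464) had 82 antisense reads in the long transcript library of *S. coelicolor*, an estimated MEV of 8.98, over 551 of its 861 bases (64.0%). *cpkH* (SCO6281, 6939907 to 6941544) had 69, an MEV of 3.97, over 979 of 1638 bases (59.8%). Its 3′ neighbour SCO6282 is convergent, 201 bp away, with a sense MEV of 994.47. Transcripts running on from SCO6282 would be counted among the antisense reads of *cpkH*. Antisense reads made up 6.30% of the reads on *cpkE* (95% Wilson interval 5.10 to 7.75) and 10.15% of those on *cpkH* (8.10 to 12.65), with no replicates. Of the 16 genes of the cluster, 1 was past the MEV cutoff of 10.0, against 298 of the 7753 other protein-coding genes, an odds ratio of 1.67 (Fisher's exact test across genes, p = 0.467; 1 test in the family, adjusted p = 0.467), so that no enrichment was detectable. With the cutoff doubled, 0 of the 16 genes were past it and the odds ratio was 0. With the cutoff halved, 2 of the 16 genes were past it, against 621 of the 7753 others. The odds ratio was then 1.641 (Fisher's exact test, p = 0.371). The depth along each gene is not in the files analysed here. From the profiles in Figure 5B, the paper places the antisense RNA at the centre of *cpkE* and towards the 3′ end of *cpkH*.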

The roles of CpkE and CpkH in coelimycin P1 biosynthesis have yet to be elucidated. It is worth noting that *cpkE* is expressed as part of a larger operon (*cpkD-G*), and that the expression of this entire operon was increased by more than two-fold in an RNase III mutant strain [37], suggesting that the *cpkE* asRNA may function to destabilize its cognate polycistronic mRNA in an RNase III-dependent manner. In contrast, *cpkH* expression was not enhanced following the loss of RNase III, although transcript levels for both upstream (*cpkO*) and downstream flanking genes (*cpkI-K*) were increased [37], suggesting complex post-transcriptional dynamics in this area.

Regulators of *cpk* gene expression (ScbA and ScbR) also appeared to be subject to asRNA regulation (Figure 5C). 

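*scbA* (SCO6266, nucleotides 6891293 to 6892237) and *scbR* (SCO6265, 6890528 to 6891175) are divergent in the annotation of *S. coelicolor*. *scbR* had 42 antisense reads in the long transcript library, an estimated MEV of 6.11, and these covered all of its 648 bases. They made up 9.95% of the reads on *scbR* (95% Wilson interval 7.45 to 13.18; no replicates). Besides the divergent *scbA*, *scbR* has a convergent 3′ neighbour, SCO6264, 115 bp away with a sense MEV of 38.59. Transcripts from either neighbour could be counted among these antisense reads. The sense MEV was 40.30 for *scbA* and 55.28 for *scbR*. Because antisense RNA lay opposite both genes, the paper proposes that these regulators of *cpk* expression are themselves subject to regulation by antisense RNA.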

ScbA directs the synthesis of the ϒ-butyrolactone quorum sensing molecule SCB1, which is sensed by ScbR - an SCB1 receptor/DNA binding transcription factor that represses *cpk* cluster expression in the absence of SCB1 [58]. It has been previously reported that the promoters - and thus 5′ UTRs - of the divergently transcribed *scbR* and *scbA* genes overlap [59,60] (Additional file 1: Table S1). In addition to the asRNAs resulting from this 5′ overlap, we also found there was a highly expressed asRNA within *scbA* (Figure 5C), adding an additional layer of regulation to an already transcriptionally intricate region.

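Opposite *scbA* (SCO6266), 108 antisense reads were counted in the long transcript library of *S. coelicolor*, an estimated MEV of 10.77 against the cutoff of 10.0 (no replicates). They covered 610 of the 945 bases of the gene (64.6%) and made up 21.09% of its reads (95% Wilson interval 17.78 to 24.84). The sRNA-enriched library held 22 antisense and 16 sense reads of *scbA*. From the antisense RNA within *scbA*, added to that of the 5′ overlap, the paper concludes that the region has a further layer of regulation.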

The prodiginine cluster spans 22 genes and yields two major products: undecylprodigiosin and butyl-*meta*-cycloheptylprodigionine. 

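*redG* (SCO5897, nucleotides 6462296 to 6463483) had 93 sense and 56 antisense reads in the long transcript library of *S. coelicolor*. The estimated sense MEV was 7.38 and the antisense MEV 4.44, against an antisense cutoff of 10.0, which ranked 728 among 7769 protein-coding genes (no replicates). Antisense reads made up 37.58% of the reads on *redG* (95% Wilson interval 30.21 to 45.58) and covered 914 of its 1188 bases (76.9%).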

RedG, a Rieske oxygenase-like enzyme, is thought to catalyze the conversion of undecylprodigiosin to butyl-*meta*-cycloheptylprodigionine [61], and it was opposite *redG* that a significant asRNA was detected (Figure 5D). The undecylprodigiosin:butyl-*meta*-cycloheptylprodigionine ratio is typically ~2:1 [62], so the *redG*-specific asRNA could provide a means of selectively modulating *redG* expression without impacting that of the downstream *redF*, whose product acts earlier in the undecylprodigiosin biosynthetic pathway [63].

In addition to expressing conventional asRNAs, secondary metabolic clusters were also a rich source of cutoRNAs, with eight (*S. coelicolor*), six (*S. avermitilis*) and three (*S. venezuelae*) cutoRNA pairs identified within these clusters (Additional file 1: Table S1). These included a distinctive cutoRNA pair within the 22 gene actinorhodin (*act*) biosynthetic cluster of *S. coelicolor*. Actinorhodin is a blue-pigmented polyketide antibiotic whose synthesis is directed by one of the best-studied pathways in the streptomycetes. 

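In the annotation of *S. coelicolor*, *actVA6* (SCO5081, nucleotides 5522876 to 5523217) overlaps the convergent gene SCO5082 (5523183 to 5523962), taken here as *actR*. Antisense reads covered all 342 bases of *actVA6*, with 210 reads in the long transcript library and an estimated MEV of 57.88. They also covered all 780 bases of SCO5082, with 371 reads and an MEV of 44.83. The sense MEV was 192.11 for *actVA6* and 201.94 for SCO5082. Antisense reads were 23.15% of the reads on *actVA6* (95% Wilson interval 20.52 to 26.01) and 18.17% of those on SCO5082 (16.56 to 19.90), with no replicates.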

At the centre of this cluster are two convergently transcribed genes, *actVA6* and *actR,* whose coding sequences overlap, and whose transcripts extended the full length of their respective downstream genes (Figure 6A)*. actVA6* encodes a monooxygenase that catalyzes an intermediate step in actinorhodin biosynthesis [64], while *actR* encodes a TetR-family repressor of the proposed actinorhodin resistance (ABC transporter) encoding genes *actAB*[65,66].

**Figure 6:**
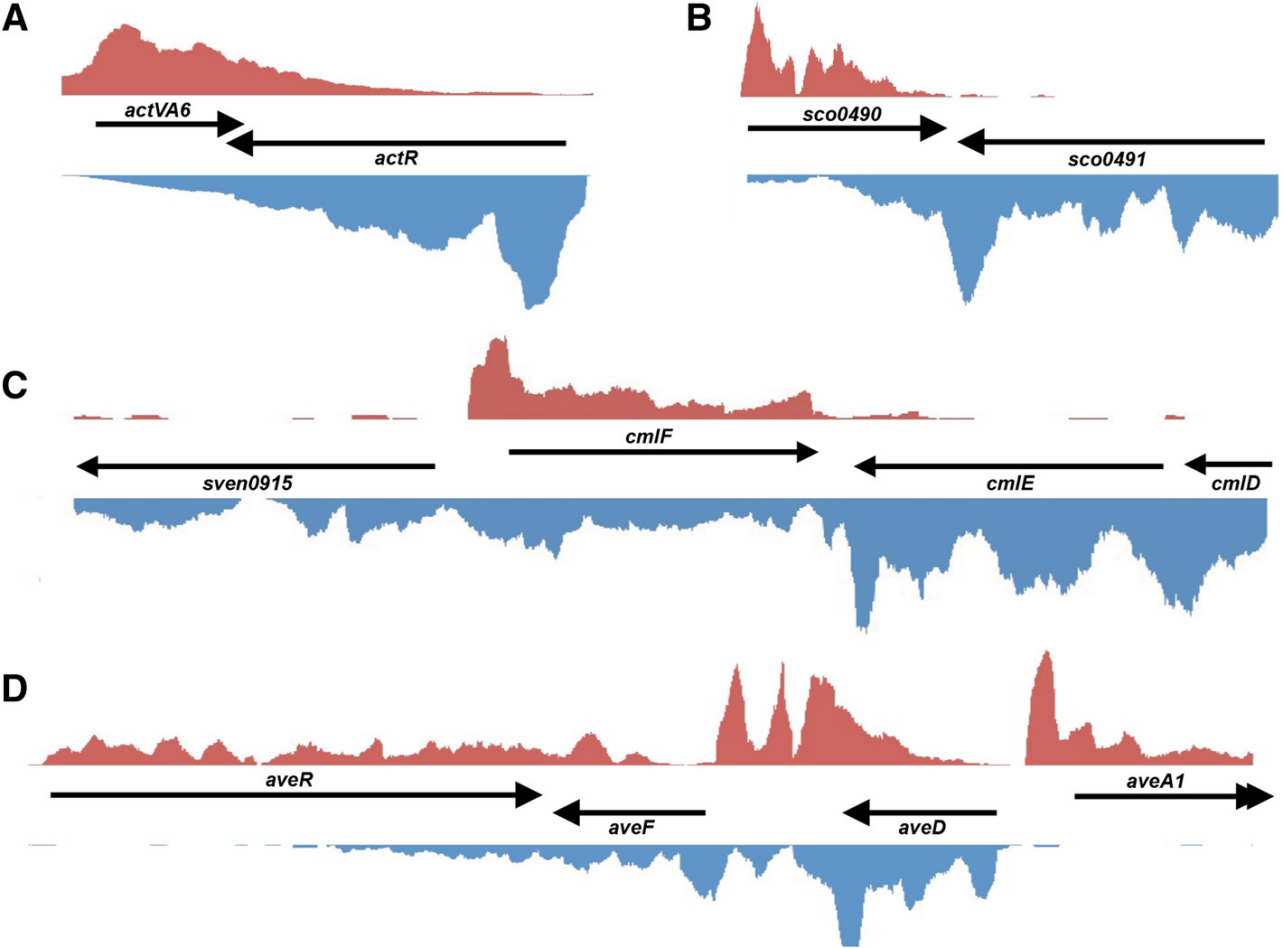
**cutoRNA expression within secondary metabolic clusters. (A)** Expression levels for a cutoRNA pair shared by *actVA6* and *actR* within the actinorhodin cluster of *S. coelicolor*. **(B)** Expression profiles for a cutoRNA pair (*sco0491* and *sco0490*) within the coelichelin siderophore biosynthetic cluster of *S. coelicolor*. **(C)** Expression of a four gene region within the chloramphenicol biosynthetic cluster of *S. venezuelae*. Transcription of the *cmlDE* operon generates an asRNA/cutoRNA to *cmlF*. **(D)** Expression profile of a transcriptionally complex region within the avermectin biosynthetic cluster of *S. avermitilis*. A cutoRNA pair exists between *aveR* and *aveF*. Multiple antisense RNAs were found opposite the *aveDF* operon. For **(A-D)**, relative sequence reads at each nucleotide position were shown in red for the positive strand (top), and blue for the negative strand (bottom). Given the differing expression levels observed for each gene cluster, y-axes for each panel were scaled independently.

The intriguing genetic coupling of biosynthesis and transport-associated genes was also observed for the siderophore-producing coelichelin biosynthetic cluster [67]. 

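SCO0490 (nucleotides 511124 to 512215) and SCO0491 (512302 to 513924) are convergent and 86 bp apart in the annotation of *S. coelicolor*. In the long transcript library, the estimated sense MEV of SCO0491 was 40.77, from 702 reads. Opposite SCO0490 there were 263 antisense reads, an MEV of 22.70, which covered all of its 1092 bases and made up 41.42% of its reads (95% Wilson interval 37.65 to 45.29). In the other direction, 51 antisense reads lay opposite SCO0491, an MEV of 2.96, over 1215 of 1623 bases (74.9%), and made up 6.77% of its reads (5.19 to 8.80), with no replicates.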

Within this 11 gene cluster, the 3′ UTR of *sco0491* (*cchI*) extended into the coding region of *sco0490* (*cchJ*) (Figure 6B). Similar to the cutoRNA pair from the actinorhodin cluster, *sco0490* encodes a coelichelin biosynthetic enzyme, and *sco0491* encodes an ABC transporter that may participate in coelichelin export [67].

This theme was further reiterated in the chloramphenicol biosynthetic cluster of *S. venezuelae*. 

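In *S. venezuelae*, SVEN_0916 (nucleotides 1043332 to 1044543), SVEN_0917 (1044647 to 1045909) and SVEN_0918 (1045906 to 1046217) were taken as *cmlF*, *cmlE* and *cmlD* from the gene order in the paper and the annotated products. The estimated sense MEV in the long transcript library was 39.40 for *cmlE* and 46.91 for *cmlD*. Opposite *cmlF*, 204 antisense reads were counted, an MEV of 15.89 against a cutoff of 4.1, and they covered all of its 1212 bases. They made up 58.45% of the reads on *cmlF* (95% Wilson interval 53.22 to 63.50), whose sense MEV was 11.30. SVEN_0915 (1041601 to 1043019) lies on the same strand as *cmlE* and *cmlD*, so that transcripts running on from these genes would be counted among its 165 sense reads, a sense MEV of 10.98, over 1320 of 1419 bases (93.0%). Its antisense strand had 11 reads, an MEV of 0.73 (no replicates).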

A four gene region encompassing *sven0915, cmlF*, *cmlE*, and *cmlD* (the leftmost genes in the cluster) was transcribed such that expression of the *cmlE-cmlD* operon failed to terminate, and instead extended through *cmlF* (a major facilitator family transporter) encoded on the opposite strand, into *sven0915,* located approximately 1,600 base pairs downstream (Figure 6C). CmlE and CmlD are required for chorismic acid synthesis, where chorismic acid is a precursor for both aromatic amino acid and chloramphenicol biosynthesis [68]; CmlF is a major facilitator transporter that may contribute to chloramphenicol resistance (although it is not the major resistance determinant).

Interestingly, while this cutoRNA phenomenon has not been previously reported, prior studies have identified short asRNA regions associated with antibiotic resistance genes, that stemmed from overlapping divergent promoters [69-71]. It will be interesting to determine whether such overlap of 5′ and 3′ untranslated regions is important for the stability and/or function of the associated mRNAs and protein products.

Most secondary metabolic clusters exhibited transcriptional patterns that could be readily correlated with protein-coding genes or defined asRNAs; however, there were clusters in each species that exhibited unusual transcriptional complexity. The most remarkable example of this was in the avermectin biosynthetic cluster of *S. avermitilis*. Avermectin is an important anti-parasitic agent used broadly in veterinary medicine [72]. Its biosynthetic cluster spans ~81 kb and 19 annotated genes [73,74], and an 18 kb region at the left end of the cluster encompassed a multitude of ncRNAs. This region included genes encoding the pathway-specific activator AveR, two polyketide tailoring enzymes (AveF and AveG), and the first of four polyketide synthases (the type I polyketide synthase AveA1). Expression of the convergently-oriented *aveR* and *aveF* genes resulted in the generation of a cutoRNA (Figure 6D). 

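*aveR* (SAV_935, nucleotides 1132045 to 1134894) and *aveF* (SAV_936, 1134941 to 1135849) are convergent and 46 bp apart in the annotation of *S. avermitilis*. *aveR* had 109 antisense reads in the long transcript library, an estimated MEV of 3.77, over 1714 of 2850 bases (60.1%). *aveF* had 76 antisense reads, an MEV of 8.23, over 890 of 909 bases (97.9%). Both were past the cutoff of 3.5 (no replicates). The sense MEV was 13.02 for *aveR* and 21.66 for *aveF*. The paper concludes that the expression of these convergent genes gave rise to a cutoRNA.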

There was also very high antisense expression observed opposite *aveF* and *aveD,* which themselves appeared to be co-transcribed despite being separated by >700 bp (this unusual operonic structure has been noted previously [75]).

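*aveD* (SAV_937, nucleotides 1136629 to 1137480) had 142 antisense reads in the long transcript library of *S. avermitilis*, an estimated MEV of 16.41, and these covered all of its 852 bases. Its antisense MEV ranked 34 among 7580 protein-coding genes and that of *aveF* ranked 66. Antisense reads made up 27.26% of the reads on *aveD* (95% Wilson interval 23.61 to 31.23) and 27.54% of those on *aveF* (22.60 to 33.09), with no replicates. The sense MEV was 43.80 for *aveD* and 21.66 for *aveF*, and the distance between the genes was 779 bp. Upstream of *aveD*, the divergent gene *aveA1* (SAV_938, 1137817 to 1149735) had 94 antisense reads over its 11919 bases, an MEV of 0.78. In the sRNA-enriched library, 385 antisense reads lay opposite *aveD* and 154 opposite *aveF*.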

### mRNA-associated small RNAs are widespread in the streptomycetes

The sRNA-enriched library proved to be a rich source of not only intergenic sRNAs, but also mRNA-associated short RNAs. While the long transcript libraries yielded relatively even coverage throughout most mRNAs, the sRNA-enriched libraries were dominated by sequences from the 5′ and 3′ UTRs of coding sequences. 

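Depth along the genes and over the untranslated regions is not in the files analysed here, so evenness was measured by the bases of a coding sequence that its reads covered. For genes with an estimated sense MEV from 1 to 5, the covered share of the gene was divided by the share that reads placed evenly at random would cover. The median of this ratio was 0.989 across 1929 genes in the long transcript library of *S. coelicolor* (quartiles 0.913 and 1.026), 0.984 across 2303 genes in that of *S. avermitilis* (0.912 and 1.030) and 0.963 across 2041 genes in that of *S. venezuelae* (0.873 and 1.018). In the sRNA-enriched libraries it was 0.896 across 1451 genes (0.799 and 0.969), 0.925 across 2090 genes (0.847 and 0.981) and 0.735 across 2281 genes (0.595 and 0.855), respectively. Each value comes from 1 library (no replicates), and the quartiles are across genes. The range of sense MEV was applied within each library, so the libraries are compared on different sets of genes. These sets may differ in expression level. A range of sense MEV from 5 to 20 was chosen after the data had been seen. In it, the median in the sRNA-enriched libraries was 0.996, 0.997 and 0.887. Evenly placed reads would cover a median of 100.0% of such genes, which pushes the ratio towards 1.0 however the reads lie. In the long transcript libraries the median was 1.0 in each species. The higher values in this range therefore do not show that coverage was more even. The paper describes relatively even coverage of most mRNAs in the long transcript libraries. For the sRNA-enriched libraries, it describes a predominance of reads from untranslated regions.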

These regions were, in some instances, represented 100–1000 fold more highly than their corresponding coding sequences. In addition to these stable 5′ and 3′ UTR-associated RNAs, we also detected short sequences (~30-90 nucleotides) within coding regions that were unusually highly represented relative to their flanking sequences. 

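SVEN_2374 (nucleotides 2564998 to 2566152 of the *S. venezuelae* chromosome, annotated as a hypothetical protein) had 5932 sense reads in the sRNA-enriched library, an estimated MEV of 237.81, which covered 1129 of its 1155 bases (97.7%). In the long transcript library it had 1261 sense reads, an MEV of 103.10, over all 1155 bases (no replicates). The sRNA-enriched library held 0 antisense reads of this gene and the long transcript library 6. How the reads were distributed along the gene is not in the files analysed here.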

A typical example of both end- and internally-enriched RNAs was seen for *sven2374*, which showed significant over-representation of its 5′ end and an internal 62 nt region, relative to the rest of the coding sequence (Figure 7A). Stable secondary structures within 5′ UTRs have been previously described [76-78] and can influence overall mRNA stability, whereas stable regions within 3′ UTRs may represent termination sequences (a class of sequence that has not been well-defined in the streptomycetes). In *E. coli,* 5′ and 3′ UTR fragments can accumulate to high levels, and in some cases appear to be expressed at times distinct from that of their corresponding mRNAs, suggesting that they may have the capacity to act as independent RNA molecules [79]. Similarly, in *Salmonella*, recent findings have revealed that 3′ UTRs have significant sRNA-encoding potential [43].

**Figure 7:**
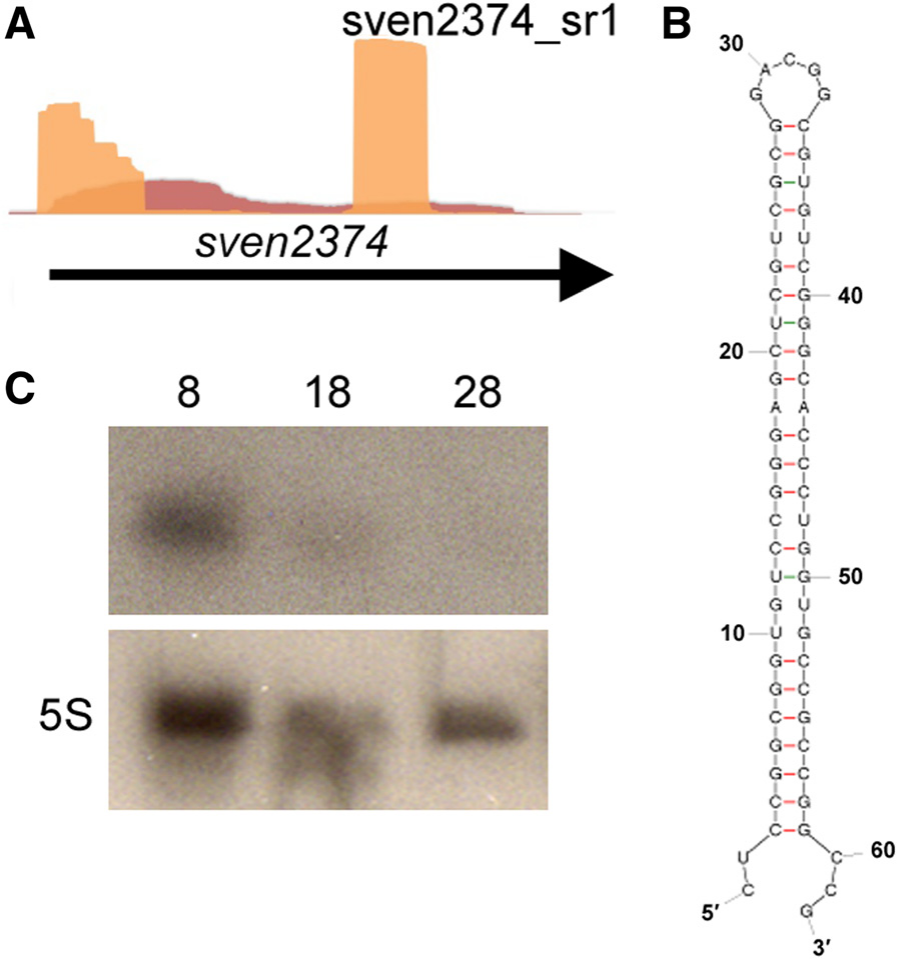
**Expression profile, northern analysis and secondary structure prediction of an mRNA-associated small RNA in *S. venezuelae*. (A)** Expression profile of *sven2374,* which shows high read levels for both its 5′ end and an internal 62 nucleotide region. Relative sequence reads at each nucleotide position are shown in red (long transcript library) and orange (sRNA-enriched library). **(B)** Predicted secondary structure of sven2374_sr1 (sr1: stable region 1). **(C)** Northern blot showing the temporal expression of sven2374_sr1 (time of RNA extraction is indicated in hours). 5S rRNA was probed as a control for RNA integrity and RNA loading levels.

To begin understanding how these stable RNA species could be generated, we selected 20 of the most highly represented sequences for further analysis (Additional file 1: Table S5). These sequences were confined to *S. venezuelae*, where this phenomenon was more predominant than in the other two species examined. Secondary structure predictions [80] for the 20 highly represented sequences, suggested that all of these regions were highly structured, compared with sequences that were less abundant in the sRNA-enriched library (*e.g.* Figure 7B). We evaluated the GC content of these 20 sequences, comparing them with the nucleotide content of the entire coding sequence, and with a 15-nucleotide sequence window immediately upstream of the stable/structured sequences. We found the 20 structured sequences had a GC-content similar to that of the coding sequence as a whole. This is in contrast to the regions immediately preceding the structured sequences, which were significantly more AT-rich (an average of 32.3% versus 27.8%), and contained a higher proportion of poorly-used codons relative to the structured sequence immediately following. This suggested the potential for translational pausing, which when coupled with a highly structured downstream region, could promote stable RNA fragment accumulation. In *E. coli*, the major endoribonuclease RNase E cleaves in AU-rich regions near hairpin structures [81], and it will be interesting to see whether *Streptomyces* RNase E [82] contributes to the accumulation of these RNA species. It is equally possible that these RNA products were expressed independently of the associated coding sequence, as the AT-rich upstream region would also be consistent with a promoter region. To determine whether these abundant intragenic RNAs existed in the cell as discrete RNA elements, we used northern blotting with a probe specific for the highly represented region within *sven2374*. We observed a stable product during the early vegetative growth phase of *S. venezuelae* (Figure 7C), suggesting that these RNAs do indeed accumulate; whether they have a functional role in the cell remains to be determined.

## Conclusions

Using an RNA-Seq approach to evaluate gene expression throughout the *Streptomyces* life cycle, we have identified hundreds of novel ncRNAs in three disparate *Streptomyces* species. These included novel sRNAs, asRNAs and a prominent new class of asRNA – the cutoRNAs – that result from overlapping convergent transcription. Comparative analysis of the ncRNAs revealed considerable differences between species and between ncRNA types: *S. coelicolor* and *S. avermitilis* shared far greater numbers of ncRNA elements than either did with *S. venezuelae*, and throughout all species, asRNAs were less well conserved than sRNAs. From a genome-scale perspective, sRNA conservation largely mirrored that of protein-coding genes: sRNAs expressed from the chromosome ends were species-specific, while chromosome core-localized sRNAs were more highly conserved. Notably, ncRNAs were common features in secondary metabolic biosynthetic clusters, and likely contribute to the regulatory control of these pathways. Uncovering the ncRNA capacity of the streptomycetes will facilitate the downstream integration of these molecules into the regulatory networks governing growth, development and antibiotic production.

## Methods

### *Streptomyces* growth and RNA isolation

*Streptomyces* strains were grown on cellophane disks on the surface of solid MYM agar medium (*S. coelicolor* M145 and *S. avermitilis* MA-4680), or shaken in flasks containing liquid MYM (*S. venezuelae* ATCC 10712) at 30°C. Cells were harvested at timepoints corresponding to vegetative growth, aerial hyphae formation (or mycelial fragmentation in the case of *S. venezuelae)* and sporulation. RNA was extracted using a modified version of the guanidium thiocyanate protocol described previously [83]. Briefly, cells were lysed by vortexing with glass beads in a guanidium thiocyanate solution (4 M guanidium thiocyanate, 25 mM trisodium citrate dihydrate, 0.5% w/v sodium N-lauroylsarcosinate, 0.8% ß-mercaptoethanol) until homogeneous. The resulting suspension was subjected to two phenol-chloroform extractions and one acid phenol-chloroform extraction. Total nucleic acids were precipitated overnight at −20°C in isopropanol, before being pelleted, washed with 70% ethanol and resuspended in nuclease free water. Contaminating DNA was removed using Turbo DNase (Ambion), and RNA purity and concentration were determined using a Nanodrop spectrophotometer. RNA quality was assessed using an Agilent 2100 Bioanalyzer or by agarose gel electrophoresis prior to RNA-Seq or other applications, respectively. PCR amplification of a 196-nucleotide region of 16S rDNA was used to confirm the absence of DNA (lack of any product, relative to a chromosomal DNA control) prior to RNA-Seq library creation.

### Library preparation and RNA sequencing

For each species, RNA samples from each of three timepoints were divided in two, with one half being subjected to rRNA depletion using the MICROBExpress^TM^ Bacterial mRNA Enrichment Kit (Ambion) as per the manufacturer’s instructions. Each of the rRNA depleted samples was then combined to generate a species-specific ‘pool’, such that each pool contained equal amounts of RNA from each time-point (vegetative growth, aerial growth/mycelial fragmentation, sporulation). Equivalent pools were created for the untreated (total) RNA samples. The two pools were destined to become two separate libraries: the rRNA-depleted pools were sequenced using a protocol optimized for full length transcripts, while the total RNA samples were enriched for sRNAs prior to sequencing.

All samples were treated with tobacco acid pyrophosphatase to create 5′ ends amenable for adapter ligation. To enrich for small RNAs, the total RNA samples were size selected (40 to 300 nucleotides) following polyacrylamide gel electrophoresis. RNA from both libraries was then fragmented in a buffered zinc solution and single stranded RNA adapters were ligated to the 5′ and 3′ ends to maintain strand specificity, prior to re-purifying on a polyacrylamide gel. Each pool was then reverse transcribed and PCR amplified to generate DNA colonies, which were sequenced using an Illumina HiSeq 2000 sequencer. For the sRNA-enriched library, read lengths ranged from 24 to 94 nucleotides, while read lengths were as long as 150 nucleotides for the long transcript-enriched library.

### Alignment of reads to genomes

Sequencing reads having low quality 3′ ends were trimmed using the program PrinSeq [84]. The quality trimmed reads were aligned to their respective genome sequence using Bowtie2 [85] and then sorted, indexed and converted to BAM format using SAMtools (Version 0.1.18) [86]. For the full length transcript libraries, 59,073,931 (~99.4% of total reads obtained during sequencing), 44,462,362 (~99.4%) and 94,358,187 reads (~99.4%) were mapped to the *S. coelicolor*, *S. avermitilis*, and *S. venezuelae* genomes respectively. For the sRNA-enriched libraries a total of 21,871,239 (~99.5%), 23,608,152 (~98.5%) and 21,880,716 (~97.6%) reads were mapped to the same respective genomes. The BAM files were visualized using Integrated Genomics Viewer (Version 2.0) [87]. BEDTools [88] was used to calculate the positive and negative-strand read depth at each nucleotide, and a Perl script was used to exploit the BEDTools output in calculating the average sense and antisense coverage per nucleotide of each annotated gene.

### Non-coding RNA analysis

The genes with the highest levels of antisense coverage from the full length transcript libraries were chosen for analysis. This included genes with an antisense ‘mean expression value’ (MEV) (average read depth per nucleotide) greater than 10.0 in *S. coelicolor*, 3.5 in *S. avermitilis*, and 4.1 in *S. venezuelae*; the different values were determined by normalizing the MEV to the number of non-ribosomal RNA sequences obtained for each species. Given that many known antisense RNAs overlap only a small fraction of their sense counterpart, we also used BEDTools to determine the highest peak antisense expression levels for each gene. We focused on those genes having a maximum expression level greater than 20.0 in *S. coelicolor*, 6.9 in *S. avermitilis*, and 8.2 in *S. venezuelae*. Again, cutoff values were chosen to reflect differences in numbers of non-ribosomal RNA sequences obtained for each species. Intergenic sRNAs were annotated manually using Integrated Genomics Viewer [87].

Homologous sRNAs were identified using BLASTN (E-value less than 1e-06) and aligned using Clustal Omega [89,90]. Selected alignments were computationally folded using CMFinder [91] on the WAR webserver [92]. Compensatory mutations that maintained secondary structure were located manually and the VARNA software package [93] was used to illustrate RNA secondary structure. RNA secondary structure predictions were performed using the program Mfold [80].

To evaluate the protein-coding potential of sRNAs, we focused on those sRNAs conserved in at least two of the three *Streptomyces* species identified in this study. Frame Plot 2.3.2 was used to highlight potential open-reading frames, and amino acid sequences of similar lengths (≤10% difference) were aligned using Clustal Omega [89,90]. Amino acid sequences with high similarity (≥65%) were deemed to have the potential to encode a conserved small peptide.

### Analysis of stable degradation products

A custom Perl script was used to identify mRNAs with defined regions of high coverage compared with the average coverage for the entire gene in the short-read library. The top hits from this analysis were visualized using Integrated Genomics Viewer, and putative stable regions that were grossly overrepresented (more than 100-fold) compared with the rest of the mRNA were identified. These stable regions were classified according to their location: 5′ end-associated; 3′ end-associated (or between genes in an operon); or internal to the mRNA coding sequence. A custom Perl script was also developed to analyze the nucleotide content for entire genes, stable regions, and sequences flanking the stable regions.

### Northern blotting

Northern blotting was performed as described previously [17,94], only RNA was crosslinked to membranes using a 1-ethyl-3-(3-dimethylaminopropyl) carbodiimide crosslinking solution at 55°C for 2 hours [95]. Membranes were stripped with high-stringency buffer (0.2% saline-sodium citrate, 0.1% sodium dodecyl sulfate) at 65°C. They were subsequently checked by exposure to a storage phosphor screen to ensure complete removal of all radiolabelled probe, and re-probed as necessary.

### Semi-quantitative RT-PCR

Semi-quantitative RT-PCR was conducted using total RNA isolated from *S. coelicolor* at three distinct life-cycle stages. For each reverse transcription reaction, 3 μg of RNA was mixed with 10 nmol of each dNTP, and 2 pmol of each gene-specific primer (Additional file 1: Table S6). RNase-free water was added to give a total reaction volume of 12 μL. Following mixing, each sample was first incubated at 65°C for 10 minutes and then immediately chilled on ice for 5 minutes. Reverse transcription was performed using SuperScript® III reverse transcriptase (Invitrogen) according to the manufactures instructions with a few modifications. Briefly, 4 μL of 5× First Strand Buffer, 2 μL of 0.1 M DTT and 1 μL of RNaseOUT™ were added to each reaction. After incubation at 42°C for 2 minutes, 1 μL of SuperScript® III reverse transcriptase was added. Reverse transcription was performed at 42°C for 60 minutes and reactions were terminated by incubating at 70°C for 15 minutes.

The reverse transcription products (2 μL) were then used as template for PCR amplification. A standard PCR protocol using *Taq* DNA polymerase (Norgen) was used, with primers indicated in (Additional file 1: Table S6). Annealing temperatures were optimized for each primer combination, as were the number of amplifications cycles (to ensure that amplification remained within the linear range). PCR products were separated on 2-3% agarose gels. Negative controls containing nuclease free water in lieu of reverse transcriptase were included to ensure there was no residual genomic DNA present in the RNA samples. Primers targeting 16S rRNA were used as positive controls for RNA quality. All reverse transcription/PCR reactions were carried out in triplicate, using RNA isolated from three independent RNA time-courses.

## Abbreviations

asRNA: Antisense RNA; bp: Base pair; cutoRNA: Convergent untranslated overlapping RNA; MEV: Mean expression value; MYM: Maltose-yeast extract-malt extract; ncRNA: Non-coding RNA; RNA-Seq: RNA sequencing; RT-PCR: Reverse transcription PCR; sRNA: Small RNA; UTR: Untranslated region

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

MJM contributed to the experimental design, isolated RNA, analyzed the RNA-Seq data, performed northern blots and drafted the manuscript. RAY performed the RT-PCR and helped to draft the manuscript. SEJ analyzed the RNA-Seq data and provided feedback on the manuscript. MAE conceived of the study, contributed to the experimental design and coordination, and drafted the manuscript. All authors have read and approved the final manuscript.

## Supplementary Material

Additional file 1: Tables S1-S6 and Figures S1-S2. The data sets supporting the results of this article are available in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE46008 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE46008). Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

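RNA of 3 growth stages was pooled for each of *S. coelicolor*, *S. avermitilis* and *S. venezuelae*, and a long transcript library and an sRNA-enriched library were sequenced from each pool, which gave 6 libraries without replicates. *S. coelicolor* and *S. avermitilis* were grown on solid medium and *S. venezuelae* in liquid medium. The authors trimmed the reads with PrinSeq, aligned them with Bowtie2, sorted the alignments with SAMtools and used BEDTools coverage on each strand over every feature of the GenBank annotation. The 12 files as deposited hold, for each feature and strand, the count of reads overlapping the feature, without normalization. As deposited, they also hold the number of bases of the feature covered by at least 1 read and, made by the authors with the same tool, the fraction of the feature's bases so covered. How reads that align to more than 1 place were treated is not stated in the paper or the files.

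Features were reduced to genes, because the gene and the coding sequence of a protein-coding gene repeat the same values. Reads on the annotated strand of a gene were taken as sense and reads on the other strand as antisense. A read that overlaps a pair of genes is counted on both. The neighbours of each gene were taken from the annotated order and strand, and a 3′ neighbour on the opposite strand was called convergent and a 5′ neighbour on the opposite strand divergent.

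The paper's unit is the MEV, the mean number of reads per nucleotide. The files hold neither mean nor peak depth, so the MEV of a gene was estimated as its number of reads times the mean number of gene bases per read, divided by its length. This departs from the plan, which had assumed that mean depth was in the files. The mean number of gene bases per read was measured on protein-coding genes with exactly 1 read on a strand, and was 94.26, 98.46 and 94.43 in the long transcript libraries and 46.88, 44.44 and 46.30 in the sRNA-enriched libraries of *S. coelicolor*, *S. avermitilis* and *S. venezuelae*. A gene was past the antisense cutoff when its estimated antisense MEV was above the cutoff of the paper's methods, 10.0, 3.5 or 4.1. The paper's peak cutoffs of 20.0, 6.9 and 8.2 could not be applied directly.

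Between 44417610 and 93565216 reads per library were counted on genes in the long transcript libraries and between 21214939 and 22523240 in the sRNA-enriched libraries. Reads on features other than rRNA and tRNA numbered 2789371, 1044479 and 1319585 in the long transcript libraries and 190213, 3127094 and 1008020 in the sRNA-enriched libraries of *S. coelicolor*, *S. avermitilis* and *S. venezuelae*. Shares are given with 95% Wilson intervals, which cover sampling of reads or genes and not the variation between cultures. The smallest signal taken as detectable was 3 reads, which on a gene of median length is an MEV of 0.331, 0.340 and 0.330 in the long transcript libraries and 0.164, 0.153 and 0.162 in the sRNA-enriched libraries.

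The share of genes past the cutoff among convergent and same-strand genes was compared by Fisher's exact test across genes in each species. Antisense MEV and the sense MEV of the convergent neighbour were compared by Spearman's rho with 100000 permutations. Genes past the cutoff in only 1 of the libraries of a species were compared by an exact McNemar test. Differences in the log odds ratio between species were tested with 10000 permutations of the species labels within genes of the same orientation. The 16 genes of the *cpk* cluster were compared with all other protein-coding genes by Fisher's exact test. Each family holds the 3 species or the 3 pairs of species, except for the *cpk* test, and p-values were adjusted by the Benjamini-Hochberg method. All of these tests are across genes, which are not independent replicates. For the comparison of libraries, the cutoff of the long transcript library was multiplied by the ratio of the total coverage of features other than rRNA and tRNA in the sRNA-enriched library to that in the long transcript library.

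The genes named in the text follow a rule: every gene that the paper names by locus tag or by a symbol that the annotation gives, and, in each species, the 5 protein-coding genes with the highest antisense MEV and the 5 with the highest ratio of sRNA-enriched to long transcript sense MEV among genes with a long transcript sense MEV of at least 1.0. *wblA* of *S. coelicolor* and *S. venezuelae*, *actR* and the *cml* genes are not named in the annotation and were taken from their position beside genes the paper names or from the gene order in the paper, and *scbA* and the *sodF* genes of *S. coelicolor* and *S. venezuelae* from their annotated products. Neighbours in the *nuo*, second *nuo* and hopanoid clusters were added from their annotated products.

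Alternatives were the cutoff doubled and halved, the cutoff of *S. coelicolor* scaled to the other species by coverage, all annotated features in place of protein-coding genes, exclusion of genes that overlap a gene on the other strand, antisense MEV at least 1% of or above the sense MEV, neighbours within 300 bp, a partial rho given the gene's own sense MEV, genes with a sense MEV of at least 1.0, other scalings of the cutoff between libraries, and MEVs of named genes scaled to the coverage of their library outside rRNA. After the data had been seen, others were added: every read counted at 150 nucleotides, genes also counted when the mean antisense depth over covered bases was past the paper's peak cutoff, the cutoff between libraries scaled by the sense coverage of protein-coding genes, doubled and halved cutoffs for the differences between species, and another range of MEV for evenness. The evenness of coverage itself was a measure chosen after the data had been seen.

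The scripts were run with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9. They were tested on simulated data in which 200 genes per species were given antisense reads at 5 times the cutoff and the others far below it. All 200 were recovered in each species with 0 false genes. The same number of bases per read was used to draw and to score these reads. Neither the estimate of the MEV nor genes near the cutoff were therefore tested. The odds ratio of convergent genes simulated as 5 was recovered as 5.57, 4.73 and 5.58, and the simulated rho of 0.43 as 0.43, 0.45 and 0.43. The odds ratio and rho were simulated with random labels and values, not with reads.

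Several parts of the paper were left out. Peak depth, transcript ends, untranslated regions and intergenic sRNAs are not in the files analysed here, so the number of genes with a peak far above their mean could not be counted. The classes and homologues in the additional files, the reference genomes, the northern blots, the RT-PCR and the RNase III experiments were not analysed here.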

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

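Antisense reads in the sRNA-enriched libraries were flagged because the paper reports antisense RNA from the long transcript libraries and gives no antisense genes of the sRNA-enriched libraries. With the cutoff scaled to library coverage, 178 genes in *S. coelicolor*, 170 in *S. avermitilis* and 610 in *S. venezuelae* were past it in the sRNA-enriched library only. The number of libraries is 1 per species and type, so that no variation between cultures or library preparations is known.

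The technical explanations were tested in each species, with the values given in the order *S. coelicolor*, *S. avermitilis* and *S. venezuelae*. The antisense share of rRNA reads predicts that strand mis-assignment would account for 0.0018%, 0.0068% and 0.0049% of the antisense reads on protein-coding genes in the sRNA-enriched libraries. The 10 genes with most antisense reads held 11.5%, 19.7% and 29.3% of these reads, less than the 50% set for a few genes to account for them. Residual genomic DNA was predicted to give antisense depth unrelated to that of the long transcript library. Spearman's rho between the libraries across genes was 0.501, 0.645 and 0.553 (permutation p = 1e-05 in each, the smallest possible; genes are not independent replicates). Both libraries came from the same RNA samples, so residual DNA could be in both, and these rhos cannot decide the question. The paper reports DNase treatment and a PCR control for DNA before the libraries were made. If the reads were fragments of long transcripts, antisense reads per sense read would differ by at most 1.5 times between the libraries, and the ratio was 1.47, 1.58 and 3.37 (the last without SVEN_2723). Sampling noise at the depth of the shallower library gave, over 100 draws, 55.7%, 20.3% and 8.5% of the genes seen in the sRNA-enriched library only. Genes within 100 bp of a tRNA gene were 2.2%, 1.2% and 1.1% of them, and their median length was 0.96, 1.02 and 1.33 times that of genes past the cutoff in both libraries. The predictions on strand mis-assignment, fragments of long transcripts and tRNA genes were made only after the result was seen, and the others before.

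Only sampling noise, tRNA genes and gene length were tested on the genes seen in the sRNA-enriched library only, and the other tests used all antisense reads or all genes. In *S. coelicolor*, sampling noise (55.7%) remains a candidate explanation for the 178 genes, and for the antisense reads as a whole so do fragments of long transcripts (1.47). In *S. avermitilis*, the ratio of 1.58 lies just outside the limit of 1.5, so that fragments are not well separated from other explanations of the antisense reads there. In *S. avermitilis* and *S. venezuelae*, sampling noise, tRNA genes and gene length did not account for the 170 and 610 genes. Residual genomic DNA and fragments of long transcripts were not tested on these genes and remain open, as do GC content, reads shared between paralogs and contamination with RNA of other origin, which need sequences that are not in the files analysed here. No biological explanation was tested.

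The difference between species was itself flagged. The odds of being past the cutoff in the sRNA-enriched library only rather than in the long transcript library only were 4.8 times as high in *S. venezuelae* as in *S. coelicolor* (610 to 45 against 178 to 63, Fisher's exact test across genes, p = 1.56e-13, adjusted p = 4.67e-13). They were 3.11 times as high in *S. venezuelae* as in *S. avermitilis* (610 to 45 against 170 to 39, Fisher's exact test, p = 2.92e-06, adjusted p = 4.38e-06). Between *S. avermitilis* and *S. coelicolor* the ratio was 1.54 (Fisher's exact test, p = 0.0707, adjusted p = 0.0707), so that no difference was detectable with the cutoff scaled to coverage. The order of *S. venezuelae* and *S. avermitilis* depends on how the cutoff is scaled, and it reversed with the same cutoff in both libraries (177 to 121 in *S. venezuelae* against 317 to 11 in *S. avermitilis*) and with the cutoff scaled by mapped reads (1047 to 31 against 709 to 1). The odds stayed higher in *S. venezuelae* than in *S. coelicolor* with these settings, at 177 to 121 against 2 to 295 and at 1047 to 31 against 4 to 288. The counts of *S. avermitilis* and *S. coelicolor* were also far apart with them, at 317 to 11 against 2 to 295 and at 709 to 1 against 4 to 288, so the comparison of this pair depends on the scaling as well. *S. venezuelae* was the only species grown in liquid medium, and each species is represented by a single pair of libraries, so species, culture and library preparation cannot be told apart.

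SVEN_2723 of *S. venezuelae* (nucleotides 2967154 to 2968632), annotated as a putative transport protein, was flagged because 252230 antisense reads lay opposite it in the long transcript library and the paper does not discuss it. These were 19.1% of the reads on features other than rRNA and tRNA, against 190 sense reads on the same gene, and they covered 584 of its 1479 bases. Strand mis-assignment at the rate of rRNA would account for 0.00012% of them. A candidate explanation is a tmRNA gene that is missing from the annotation, because the annotated tmRNA of *S. coelicolor* (*ssrA*) held 4.53% of such reads and the stable RNA *srn1* of *S. avermitilis* 13.8%, and the 19.1% of SVEN_2723 lies within 2 times the range of these values. The neighbour SVEN_2724 is annotated as the tmRNA-binding protein SmpB. Both predictions were made only after the result was seen, and reads shared with a paralog could not be tested without the genome. No biological explanation from the growth conditions was tested.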

How the results depend on the processing

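The tests of the main results, the cutoffs, the rule for naming genes and all alternatives not marked as added were fixed before the processed files arrived. The estimate of the MEV from reads, the measure of evenness, the genes added around named clusters and Fisher's exact tests between species of the genes past the cutoff in a single library were chosen afterwards. Of the alternative values for the main results, 72 kept the outcome of the main setting, which for counts means within 1.5 times, 17 moved, 1 became stronger and 5 reversed. Not every alternative was run for every result. The higher share of antisense genes among convergent genes kept its direction and passed its tests in all 3 species under each alternative run for it. So did the relation of antisense MEV to the expression of the convergent neighbour. The neighbour on the same strand was counted among these alternatives, although it compares other pairs of genes. With it, rho was lower but still positive, at 0.206 in *S. coelicolor*, 0.213 in *S. avermitilis* and 0.244 in *S. venezuelae*. The excess of genes in the sRNA-enriched library kept its direction under every alternative run for it in *S. avermitilis* and *S. venezuelae*. Its size depended on the cutoff. The ratio of long transcript to sRNA-enriched genes went from 0.617 to 0.23 in *S. avermitilis* with the cutoff scaled by mapped reads. In *S. venezuelae* the ratio went from 0.303 to 0.815 with the same cutoff in both libraries. Among the other values, 28 of 47 ratios of named genes between species moved when scaled to library coverage outside rRNA, and in 5 of them the order of the species changed. The ratio for evenness in the sRNA-enriched libraries also moved in all 3 species with a sense MEV from 5 to 20. Evenly placed reads would cover a median of 100.0% of a gene in that range, so the move does not test evenness.

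The numbers of antisense genes moved with the cutoff. In the order *S. coelicolor*, *S. avermitilis* and *S. venezuelae*, they were 138, 81 and 111 with the cutoff doubled, 623, 505 and 532 with it halved, and 492, 361 and 407 with every read counted at 150 nucleotides (added after seeing the data). Counting also genes past the paper's peak cutoff by their mean depth over covered bases (added) gave 329 in *S. avermitilis*. Many genes lie within a factor of 2 below the cutoff, so that the numbers depend on how the MEV is estimated.

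The numbers of Table 1 genes past the cutoff moved likewise. They were 11 in *S. coelicolor*, 7 in *S. avermitilis* and 7 in *S. venezuelae* with the cutoff halved, 1 in *S. venezuelae* with it doubled, 11 in *S. coelicolor* and 7 in *S. avermitilis* with reads counted at 150 nucleotides (added), and 5 in *S. avermitilis* with the peak cutoff applied to covered bases (added). In *S. venezuelae* none of these genes has more than 100 antisense reads, and the depth limits what can be said of a single gene.

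In *S. coelicolor*, the ratio of genes past the cutoff in the long transcript library to those in the sRNA-enriched library reversed from 0.722 to 49.833 with the same cutoff in both libraries and to 19.933 with the cutoff scaled by mapped reads. Both settings raise the cutoff of a library in which protein-coding genes hold 0.76% of the reads, from 0.339 to 10.0 or 3.702, and the low depth could explain values such as 49.833.

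The odds ratio of the *cpk* cluster reversed from 1.668 to 0.0 with the cutoff doubled, because the single gene of the cluster past the cutoff was lost. It rests on 1 gene, and no enrichment or depletion of the size seen can be detected with 16 genes.

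Between species, the difference in log odds ratio of *S. avermitilis* minus *S. venezuelae* reversed to -0.156 with the cutoff doubled, and that of *S. coelicolor* minus *S. venezuelae* reversed to 0.285 with it halved (permutation p = 0.0377, adjusted p = 0.0565; both added). With the cutoff halved, *S. avermitilis* minus *S. venezuelae* became stronger, at 0.319 (permutation p = 0.0309, adjusted p = 0.0565), which does not pass the correction for 3 comparisons. The halved cutoffs still lie well above the smallest detectable MEV on a gene of median length, 0.331, 0.340 and 0.330. What lies behind the 0.285 and 0.319 was not tested.

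The count of genes with a peak depth far above their mean, and its alternatives, could not be run because peak depth is not in the files analysed here.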

Differences from the paper's values

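The number of genes with antisense expression past the cutoff was 299 in *S. coelicolor* against the paper's 680, 211 in *S. avermitilis* against the paper's 536, and 246 in *S. venezuelae* against the paper's 592. The paper counts antisense RNAs and the values here count protein-coding genes. With the cutoff halved, an alternative set before the files arrived, the numbers were 623, 505 and 532, within 1.5 times the paper's values. The other alternatives set before the files arrived did not close the gap: the cutoff doubled gave 138, 81 and 111, the cutoff of *S. coelicolor* scaled by coverage 299, 183 and 208, all annotated features 325, 231 and 264, exclusion of overlapping genes 256, 194 and 204, antisense MEV at least 1% of sense 296, 211 and 244, and antisense above sense 218, 152 and 178. Counting every read at 150 nucleotides, chosen after seeing the values, gave 492, 361 and 407 and also came within 1.5 times. Applying the peak cutoff to the mean depth over covered bases, likewise chosen after seeing the values, gave 320, 329 and 353 and did not. A mean depth cannot exceed the peak depth, so this setting can miss genes that pass the peak cutoff. It cannot show whether the paper's peak cutoff accounts for the gap.

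Of the 11 conserved antisense RNAs of the paper's Table 1, 0 were past the MEV cutoff in all 3 species. None of the alternatives set before the files arrived closed the gap, with 3 of the 11 past it in all species when the cutoff was halved and 0 when it was doubled. Reads counted at 150 nucleotides and the peak cutoff on covered bases, both chosen after seeing the values, each gave 2. The setting on covered bases can miss genes that pass the peak cutoff itself.

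In *S. venezuelae*, the distance from *wblA* and the antisense bases covered in SVEN_3348 came to 914 nucleotides against the paper's 500. No alternative set before the files arrived applies to this value.

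Other statements of the paper were set beside the values. The paper has all classes of antisense RNA almost exclusively in the long transcript library, whereas with scaled cutoffs 414, 342 and 811 genes were past the cutoff in the sRNA-enriched libraries of *S. coelicolor*, *S. avermitilis* and *S. venezuelae* against 299, 211 and 246 in the long transcript libraries. With the same cutoff in both libraries, an alternative set before the files arrived, the direction in *S. coelicolor* was that of the paper, with 6 genes against 299, and likewise with the cutoff scaled by mapped reads, with 15 against 299. In *S. venezuelae*, the paper describes the hopanoid cluster as very weakly expressed. Only 5 of its genes, SVEN_6447 to SVEN_6451, were examined. Their sense MEVs lay between the 67.8 and the 94.8 percentile of the protein-coding genes. For the gene targeted by ϕC31 in *S. venezuelae*, the paper reports that its cutoff was met, and the antisense MEV of SVEN_3566 was 1.47 against 4.1. The paper lists antisense RNA of *nuoE* and *nuoF* in *S. venezuelae*, where the antisense MEVs were 0.64 and 2.17. For *nuoL2* and *nuoM2*, which it lists too, they were 1.53 and 2.73 in *S. avermitilis* and 0.48 and 0.84 in *S. venezuelae*. All of these were below the MEV cutoff. The paper also lists the gene targeted by ϕBT1 in all species. Its antisense MEV was 9.03 in *S. coelicolor* (SCO4848) and 1.22 in *S. avermitilis* (SAV_3412), below 10.0 and 3.5. For *S. coelicolor*, the paper reports antisense RNA opposite *cpkE*, *cpkH* and *redG*, whose antisense MEVs of 8.98, 3.97 and 4.44 were below 10.0. For these single genes only the MEV can be compared, because the paper also accepted genes by their peak antisense depth, which is not in the files analysed here, so a gene below the MEV cutoff is not by itself at odds with the paper.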

Other observations

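Among convergent genes, antisense MEV fell with the distance to the convergent neighbour, with a Spearman's rho across genes of -0.151 in *S. coelicolor*, -0.124 in *S. avermitilis* and -0.136 in *S. venezuelae* (permutation p = 1e-05 each, the smallest possible; genes are not independent replicates). Across genes with a neighbour on the same strand, rho was 0.074, 0.055 and 0.069. Without overlapping pairs, rho among convergent genes was -0.149, -0.136 and -0.132, so overlapping annotations did not account for it. Reads that cross the end of a gene were tested with pairs more than 150 bp apart, further than the longest read, where rho was -0.128 in *S. coelicolor* (p = 0.00675) and -0.189 in *S. avermitilis* (p = 1e-05, the smallest possible). It was -0.047 in *S. venezuelae* (permutation p = 0.403), so in *S. venezuelae* the relation cannot be told apart from reads that cross gene ends. All of these predictions were made before the values were seen, and whether the rhos differ between species was not tested. A candidate explanation in *S. coelicolor* and *S. avermitilis* is that transcripts from the convergent neighbour decline with distance, a hypothesis from -0.128 and -0.189 on the same data, while GC content could not be tested without the genome and gene length was not tested.

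Strand mis-assignment was also tested for the genes past the antisense cutoff in the long transcript libraries, with the prediction made before. At the antisense share of rRNA, it would account for at least 50% of the antisense reads in 0.0% of these genes in *S. coelicolor*, 0.0% in *S. avermitilis* and 0.4% in *S. venezuelae*.

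The cutoff of *S. coelicolor*, scaled by the number of sense reads on protein-coding genes in the long transcript libraries, comes to 3.41 in *S. avermitilis* and 4.08 in *S. venezuelae*, beside the paper's 3.5 and 4.1. Scaled by the coverage of features other than rRNA, it comes to 3.91 and 4.75.

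The protein-coding genes with the highest antisense MEV in the long transcript library of *S. coelicolor* were SCO5124 (318.30), SCO3374 (166.10), SCO0323 (158.20), SCO7204 (137.77) and SCO3578 (133.18). In *S. avermitilis* they were SAV_243 (188.58), SAV_7487 (97.60), SAV_3502 (89.87), SAV_4794 (83.09) and SAV_4585 (78.07). In *S. venezuelae* they were SVEN_2723 (16104.79), SVEN_1774 (214.84), SVEN_6872 (146.56), SVEN_0003 (145.75) and SVEN_2889 (112.57).

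The genes with the highest ratio of sRNA-enriched to long transcript sense MEV, each scaled to its library, were SCO0056 (527.9), SCO4107 (128.9), SCO7070 (36.7), SCO1575 (33.1) and SCO4061 (25.1) in *S. coelicolor*, among 6618 genes. In *S. avermitilis*, among 5058 genes, they were SAV_2764 (21.1), SAV_5392 (14.3), SAV_3621 (13.7), SAV_5936 (10.6) and SAV_6740 (9.8). In *S. venezuelae*, among 4729 genes, they were SVEN_3763 (1114.7), SVEN_1272 (238.6), SVEN_1137 (192.7), SVEN_3823 (179.3) and SVEN_4217 (169.2). Of these, SCO0056, SAV_3621 and SVEN_3763 had 2 sense reads each in the long transcript library. SVEN_1272 and SVEN_1137 overlap a tRNA gene on the same strand (distances -30 and -10 bp). SVEN_3763 overlaps one on the other strand (-83 bp). A tRNA gene is the 5′ neighbour of SCO4107, on the same strand, and of SVEN_3823. The sRNA-enriched sense reads covered 69 of 141 bases of SVEN_1272 and 13 of 1365 of SCO4107. A read overlapping a pair of genes is counted on both, so the ratios of SVEN_1272 and SVEN_1137 cannot be assigned to these genes alone.

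Of the 7 genes of *S. coelicolor* that the paper lists from an RNase III study, the antisense MEV was 21.41 for SCO1150, 12.43 for SCO4283, 23.27 for SCO4749, 47.37 for SCO6716 and 49.31 for SCO6729, all past the cutoff of 10.0, and 6.16 for SCO5106 and 9.52 for SCO5146. All had a convergent 3′ neighbour. The sense MEV of the superoxide dismutase genes was 406.72 for SCO0999 and 206.58 for SCO2633 in *S. coelicolor*, 162.25 for *sodF* of *S. avermitilis* (SAV_5413) and 72.03 for SVEN_2415, and their antisense MEVs were 2.33, 1.91, 0.46 and 0.00. *redF* (SCO5898) had 0 antisense reads and a sense MEV of 12.60. *nuoD2* had an antisense MEV of 0.41 in *S. coelicolor* (SCO3392) and 0.09 in *S. avermitilis* (SAV_4678), and *aveG* (SAV_953) had 0 antisense reads and a sense MEV of 31.90. All values are from single libraries (no replicates).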
